# Dietary Folate and Cofactors Accelerate Age-dependent *p16* Epimutation to Promote Intestinal Tumorigenesis

**DOI:** 10.1158/2767-9764.CRC-23-0356

**Published:** 2024-01-19

**Authors:** Li Yang, Robert C. Peery, Leah M. Farmer, Xia Gao, Yiqun Zhang, Chad J. Creighton, Lanjing Zhang, Lanlan Shen

## Abstract

The extent to which non-genetic environmental factors, such as diet, contribute to carcinogenesis has been long debated. One potential mechanism for the effects of environmental factors is through epigenetic modifications that affect gene expression without changing the underlying DNA sequence. However, the functional cooperation between dietary factors and cancer-causing epigenetic regulation is largely unknown. Here, we use a mouse model of age-dependent *p16* epimutation, in which the *p16* gene activity is directly controlled by promoter DNA methylation. We show *p16* epimutation is modulated by folate and cofactors in dietary supplementation, which leads to increased colon cancer risk. Importantly, our findings provide functional evidence concerning the safety of folate fortification in the general population.

**Significance:**

Our study demonstrates that dietary folate and cofactors modulate tumor-suppressor gene methylation to increase intestinal tumorigenesis. Our findings highlight the need for monitoring the long-term safety of folate fortification in high-risk individuals.

## Introduction

Mammalian one-carbon (1C) metabolism, which provides the methyl groups for synthesis and methylation of DNA, is highly dependent on dietary factors such as folate and other B vitamins (1). Notably, over the past 25 years, the general U.S. population has been exposed to a significant increase in folate intake, due to both an increase of the allowable supplement dosage by the FDA and mandatory food fortification of folic acid which is a synthetic form of folate to prevent neural tube birth defect in pregnant women (2). In addition, a high folate diet has been used in clinical trials to prevent age-related chronic diseases, including colon cancer. However, in several large, randomized studies, individuals who supplemented folate were as likely to develop cancer and precancerous tumors as placebo controls (3, 4). Furthermore, clinical studies suggest long-term supplementation with folate and vitamin B12 may alter gene-specific DNA methylation in aging populations (5–7). However, to date, no study has directly evaluated the epigenetic effects of dietary intervention on colon cancer outcomes.

To perform functional studies, we developed a mouse model of colon cancer that replicates two common genetic and epigenetic events observed in human colorectal cancers: *Apc* mutation and *p16* epimutation (8, 9). Our previous work showed that age-dependent *p16* epimutation cooperates with mutant *Apc* to modulate the tumor immune microenvironment and accelerate intestinal tumorigenesis, thus directly linking colorectal cancer development to a defined epigenetic driver event (8). The current study aims to determine whether specific nutrients related to 1C metabolism can modulate *p16* epimutation and increase susceptibility to colon cancer.

## Materials and Methods

### Mice and Diets

All experiments were performed in the *Apc^Min^^/+^*; *p16^cis/^^cis^* mice carrying a combined *Apc* mutation (RRID: MGI:1856318) and *p16* epimutation (RRID: MGI: 5660270). The *Apc^Min^^/+^*; *p16^cis/^^cis^* mice were generated previously (8). Both control NIH-31 (TD.95262) and supplemented NIH-31 (TD.10769) diets were made by Envigo-Harlan and kept in the refrigerator upon arrival. All animal research was approved by the Baylor College of Medicine Animal Care and Use Committee.

### Metabolomic Analysis

Untargeted metabolomics analysis by LC/MS was performed as described previously with minor modifications (10). Briefly, all mice used were at 15 weeks of age (*n* = 7–9 per group). A total of 6 mg of liver and tumor samples and 10 µL of serum, were collected and used for polar metabolite extraction. A Vanquish Horizon ultra-high-performance liquid-chromatography system coupled with Orbitrap Exploris 480 mass spectrometer (Thermo Fisher Scientific) was used for metabolite separation and detection.

### Histologic Analysis

Colon tissues from 15 weeks old mice (*n* = 4 per group) were fixed in 4% paraformaldehyde. Tumor sections were stained with hematoxylin and eosin and IHC antibodies: Ki-67 (Thermo Fisher Scientific, catalog no. MA5-14520, RRID: AB_10979488, 1:100), CD45 (Thermo Fisher Scientific, catalog no. 14-0451-82, RRID: AB_467251, 1:200), CD68 (Cell Signaling Technology, catalog no. 97778, RRID: AB_2928056, 1:200), F4/80 (Cell Signaling Technology, catalog no. 70076, RRID: AB_2799771, 1:200). All antibody staining was performed overnight at 4°C, followed by incubation with either anti-rabbit or anti-goat secondary antibody. Slides were developed using a 3,3′-Diaminobenzidine (DAB) kit (Thermo Fisher Scientific, catalog no. 34065), and nuclei were counterstained with hematoxylin. Images were captured using Olympus imaging software, cellSens standard version 2 (RRID: SCR_014551). The average number of Ki-67^+^ cells per mm^2^ of tumor area was counted in individual tumors from at least five randomly selected microscopic field at high magnification (40×). The methods for assessing of tumor-infiltrating lymphocytes (TIL) were determined on the basis of the recommendation provided by the International TILs Working Group (11). The average number of CD45^+^, CD68^+^, and F4/80^+^ TILs was counted and analyzed separately in either intratumoral or tumor-surrounding stromal compartments.

### Single-cell RNA Sequencing Analysis

Colon tumors and adjacent normal tissues were collected and processed on the same day for single-cell RNA sequencing (scRNA-seq) as described previously (8). Prior to conducting the sequencing, samples were screened for high quality (viability >90% and live cells >10,000). After passing the quality control, we were able to analyze 10 tumors from 3 supplemented mice (19 to 24 weeks old). Cell Ranger pipeline (10x Genomics, default settings, v3.1.0, RRID:SCR_017344) was used to process the raw sequencing files. Unsupervised discovery of cellular clusters was performed in R using Seurat v4.1.0 R package (RRID:SCR_016341; ref. 12). Individual clusters were identified on the basis of proximity of the clusters in a t-distributed stochastic neighbor embedding (tSNE, RRID:SCR_024305) or uniform manifold approximation and projection (UMAP) (RRID:SCR_018217) plot and expression patterns for key marker genes. Cell clusters were annotated on the basis of expression of marker genes, as drawn from the literature and published cellular marker gene lists related to immune cells (13) and small intestinal epithelium (14). In addition, to detect the subpopulations of normal and tumor epithelial cells, we included the previously published scRNA-seq data on normal colonic mucosa (8).

### Colonic Tumor Organoid Culture

Detailed procedures to grow and maintain tumor organoids from mouse colons were described previously (8). Tumorigenic organoids were cultured in NE medium containing Noggin and EGF, and without Wnt-3A and R-spondin (provided by Texas Medical Center Digestive Diseases Center Core). We used the organoids at passage 2 for further analysis.

### DNA Methylation Analysis

For quantitative DNA methylation measurements, bisulfite pyrosequencing was performed using a PyroMark Q48 instrument (Qiagen) as described previously (8, 9). Primer sequences and sequencing assays are available upon request.

### Statistical Analysis

GraphPad Prism (RRID:SCR_002798) was used to perform statistical analyses. Significance of differences were determined by Kaplan–Meier survival analysis, log-rank test, and two-tailed Student *t* test. *P* values ≤0.05 were considered statistically significant.

### Data Availability

All scRNA-seq data have been uploaded to Gene Expression Omnibus and are available at the accession number GSE214032. The other data are available upon request from the corresponding author.

## Results

The diet compositions are summarized in Fig. 1A. To mimic the food fortification program, we provided the diet to female mice before conception, during pregnancy, and in offspring throughout life. We used an amino acid–defined NIH-31 diet supplemented with extra choline, betaine, folic acid, and vitamin B12, based on previous studies showing that maternal supplementation increases locus-specific DNA methylation in offspring (15, 16). More importantly, the modest amount of supplemented folic acid (∼3-fold increase) is equivalent to FDA-mandated folate fortification (17). Of note, in our previous study (8), we used a LabDiet (5V5R) that varied substantially in macronutrients and micronutrients from the current NIH-31 diet (Supplementary Table S1). Mice carrying both *Apc* mutation and *p16* epimutation were assigned randomly to either the control NIH-31 diet (*N* = 35) or supplemented NIH-31 diet (*N* = 36). As shown in Fig. 1B, we found mice on the supplemented diet had a significantly shortened overall survival compared with those on the control diet (*P* = 0.002, log-rank test). To determine whether dietary supplements affect neoplastic transformation at an early stage, we assessed whole bowel tumor formation from additional cohorts of mice at 15 weeks of age (*N* = 5–7 per group) using a dissecting microscope. Consistent with the survival analysis, we detected more tumors within the middle and distal regions of the small intestine in supplemented mice relative to controls (Fig. 1C). Interestingly, in both small intestines and colons, the supplemented mice displayed a significantly higher number of large tumors (diameter >3 mm) compared with controls (*P* ≤ 0.05 by two-tailed Student *t* tests, Fig. 1D). Moreover, the average size of colon tumors from supplemented mice was above 3 mm, significantly higher than those from the control mice (∼2 mm, *P* = 0.006; Supplementary Fig. S1). Collectively, these data demonstrate dietary folate and cofactors exacerbate the tumor phenotype in our mouse model of colon cancer.

**FIGURE 1:**
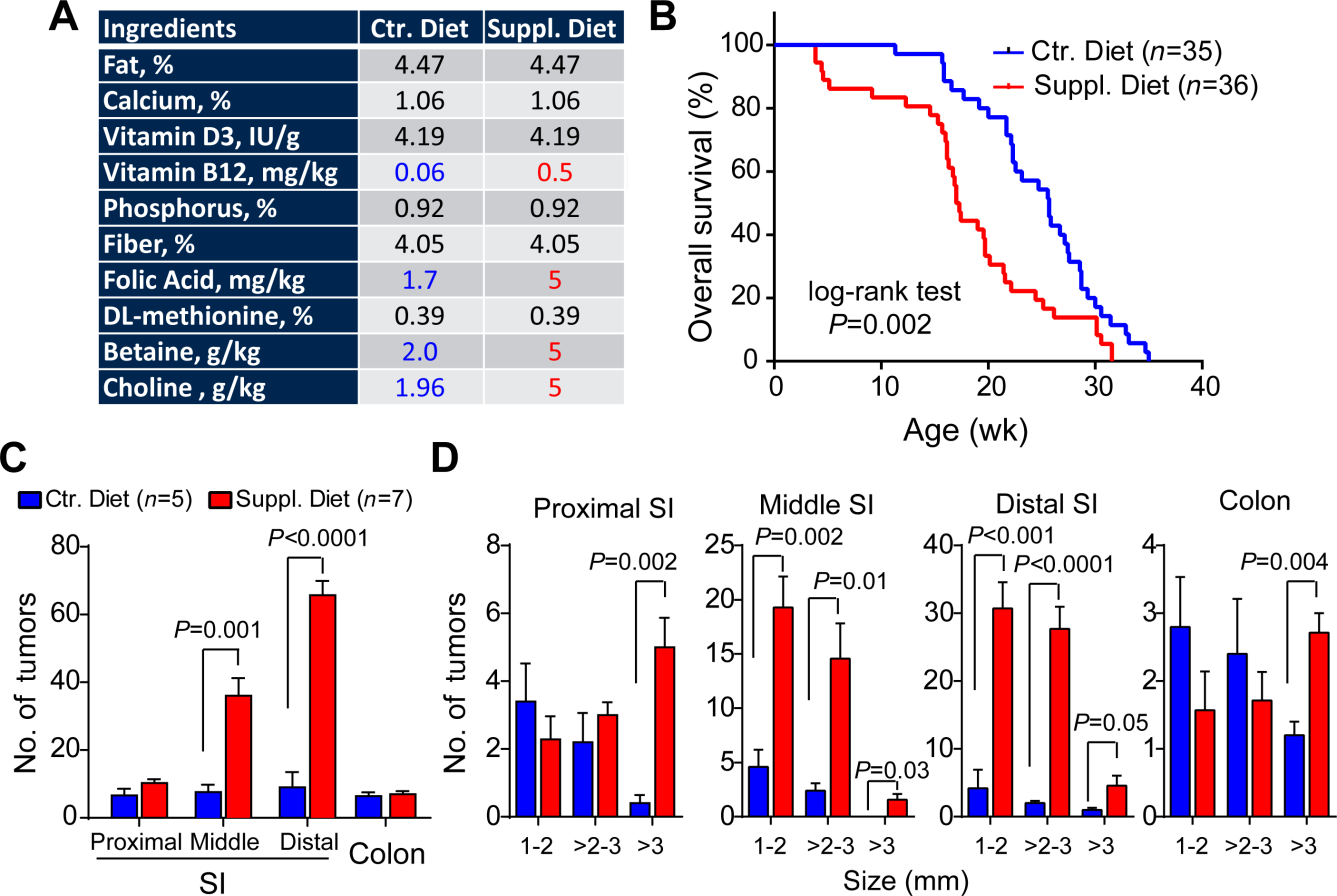
Dietary supplementation of folate and cofactors drives an aggressive intestinal tumor phenotype in mice carrying combined *Apc* mutation and *p16* epimutation. **A,** Diet formulations are shown for both control (ctr.) and supplemented (suppl.) diets. The supplemented ingredients are denoted in blue and red font. **B,** Compared with controls, mice administered a supplemented diet exhibit significantly shorter overall survival. Survival was compared using the Kaplan–Meier method and *P* values were determined by a log-rank test. **C,** Mice on the supplemented diet display a significantly increased number of tumors in the middle and distal regions of small intestines (SI) at 15 weeks of age. **D,** Mice on a supplemented diet develop substantially more large tumors based on maximum diameter throughout the entire intestinal tracts at 15 weeks of age. All data are presented as mean ± SEM. *P* values were determined by two-tailed Student *t* tests.

To gain further insights into the cause-and-effect relationship, we performed comparative metabolomic analysis across a panel of samples including liver, serum, and tumor. On the basis of fold changes (>1.5 or <0.67) and *P* values (≤0.05), we detected the most differentially expressed metabolites in the liver (57/78 were upregulated with dietary supplementation), and to a lesser extent in the serum (23/25 were upregulated with dietary supplementation) and tumors (8/16 were upregulated with dietary supplementation; all data are included in Supplementary Tables S2–S4). As predicted, because liver is the major metabolic organ in the body, we detected significantly increased metabolites in the 1C metabolism with food supplementation, including choline, methionine, S-adenosyl-L-homocysteine (SAH), and N,N-dimethylglycine (DMG; Supplementary Fig. S2A). Of particular interest, DMG is a metabolic intermediate in the 1C transfer cycle which has the potential to maintain a high state of transmethylation (Fig. 2A). Indeed, across all samples analyzed, the supplemented diet led to an approximately 3-fold increase in the abundance of DMG relative to controls (Fig. 2B). The ratio of S-Adenosyl-methionine (SAM) to SAH is also a well-established marker to indicate the likelihood of hypermethylation. Consistently, we saw increased SAM/SAH ratios in the tumors from supplemented mice (Supplementary Fig. S2B). Together, our data confirm that, in response to diet, an enhanced 1C metabolic pathway contributes to tumor growth.

**FIGURE 2:**
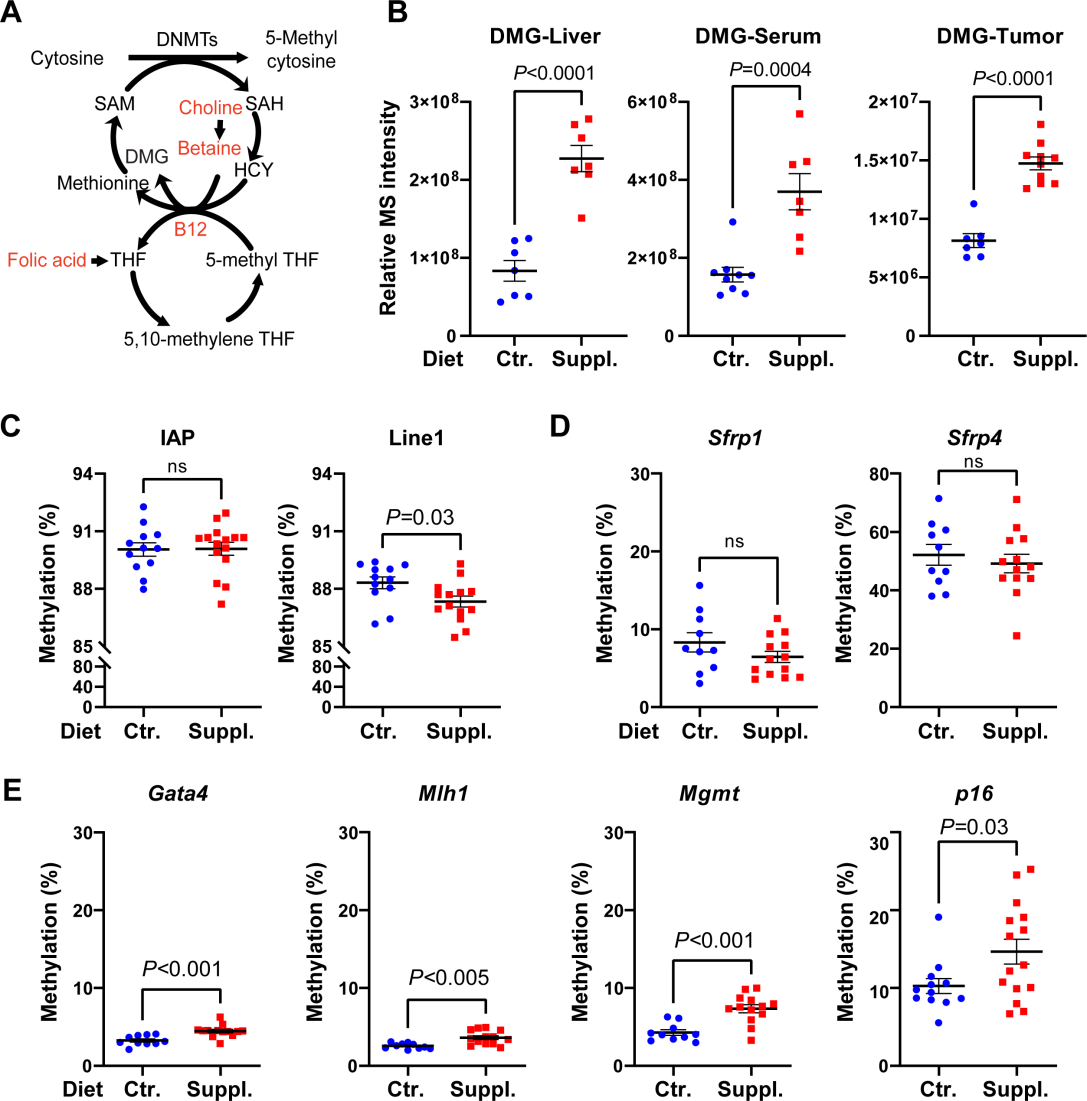
Dietary supplementation increases methyl-donating metabolites that promote *p16* promoter methylation in colon tumors. **A,** A simplified scheme of the 1C metabolism with DMG as an intermediate metabolite in the 1C transfer cycle, which is available for further methyl donation. Dietary supplements are highlighted in red. **B,** Dietary folate and cofactors significantly increase the concentrations of DMG across all tissues analyzed. **C,** DNA methylation status at repetitive elements. **D,** Promoter DNA methylation analysis of two Wnt antagonist genes. **E,** Promoter DNA methylation analysis of other colorectal cancer–related tumor suppressor genes. All data are presented as mean ± SEM. *P* values were determined by two-tailed Student *t* tests. DMG: N,N-dimethylglycine; ns: not significant; SAH: S-adenosyl-L-homocysteine;.

Next, we asked whether the epigenetic effects of diet could explain the observed tumor phenotype for mice on the supplemented diet. *p16* epimutation is well known for promoting cell cycle progression through the p16-cyclin D-CDK4/6-RB pathway. In addition, we previously showed that colon tumors with accelerated *p16* epimutation are characterized by extensive tumor-infiltrating immune cells throughout tumor progression (8). Therefore, we performed histologic assessments of colon tumors from the cohorts of 15 weeks old mice. To quantify the rate of tumor cell proliferation, we used IHC staining of Ki-67. To determine the number of TILs, we used IHC staining of CD45 (pan-leukocyte marker), CD68 (pan-macrophage marker), and F4/80 (monocyte-macrophage marker). Consistent with the aggressive tumor phenotype, we found that Ki-67–positive tumor cells were significantly higher under dietary supplementation compared with controls (*P* < 0.05 by two-tailed Student *t* tests; Supplementary Fig. S3A). Interestingly, comparing the two groups, the infiltrating CD45^+^ leukocytes were similar in both intratumoral and surrounding stromal areas (Supplementary Fig. S3B). In contrast, colon tumors from the supplemented mice contained significantly more macrophages in the tumor stroma relative to those on the control diet (*P* values for CD68 and F4/80 are 0.01 and 0.03, respectively, by two-tailed Student *t* tests; Supplementary Fig. S3B). Furthermore, scRNA-seq analysis allows a high-resolution characterization of tumor-associated macrophages within the supplemented colon tumors (Supplementary Fig. S4A and S4B). 

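The part of this characterization analysed here is 13 libraries of droplet-based scRNA-seq: 10 colon tumors and 3 samples of adjacent normal mucosa from 3 mice on the supplemented diet. The animal codes in the sample labels assign 4 tumors to mouse A, 2 to mouse B and 4 to mouse C, with 1 mucosa sample from each. The labels give the ages of these mice as 24, 23 and 20 weeks. A single protocol text covers all samples and names EDTA with TrypLE for the mucosa and a tumor dissociation kit for the tumors, so the dissociation differed wherever the tissue did. Using Cell Ranger, the authors called cells and counted unique molecular identifiers (UMIs) for each gene, and the deposited values are these counts without normalization. The tumor libraries held between 7789 and 11862 called barcodes (median 10888) and between 57221300 and 93157039 UMIs (median 79.8, in units of 1000000). In the mucosa libraries there were between 6537 and 15049 barcodes (median 12594) and between 84883382 and 116133079 UMIs (median 109877735). Barcodes with at least 500 UMIs, at least 200 genes and under 25% mitochondrial UMIs were kept. In each library, the barcodes with the highest doublet scores were then removed, up to the share expected from its number of barcodes (0.8% per 1000 barcodes). The mitochondrial filter took out 2.44% to 7.64% of the barcodes of each tumor and 4.85% to 28.01% of those of each mucosa sample. After both steps, 85953 tumor cells and 22542 mucosa cells remained. Their median depth was 3554 to 4979 UMIs per cell in the tumors and 7216 to 10063 in the mucosa. All retained cells were clustered together on 30 principal components of 2000 variable genes, from which Epcam, Cd3d, Cd14 and Cd68 were held out. The 38 clusters were named from marker lists fixed in advance, and a cluster whose markers were too few or whose leading genes went against them took no class name. Of these clusters, 7 were epithelial by the fixed epithelial markers and were counted as other epithelial cells, 2.74% of the tumor cells and 34.8% of the mucosa cells. The other 2 were left unnamed, with 2.03% of the tumor cells and 4.50% of the mucosa cells. Because tumors of one mouse are not independent animals, shares and expression levels were averaged over the tumors of each mouse and then over the 3 mice, and each SD is the spread over mice except where it is given over tumors.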

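The 4 genes of the feature plots (Supplementary Fig. S4B) took no part in the clustering or the naming, so their levels could be compared between the cell classes of the tumors. Each level is a sum of UMIs per library and class, over libraries with at least 20 cells of the class. It is given as CPM of all UMIs of the class in that library. Epcam reached 4856 ± 228 CPM (SD, n = 3 mice) in absorptive epithelial-like cells and 2356 ± 174 in tumor epithelial-like cells. In the monocyte- and macrophage-like classes it lay between 7.41 and 11.8 CPM, and in plasma cell-like cells it was 155 ± 25.0. Plasma cell-like cells held 6.93 ± 2.36 Epcam UMIs per keratin UMI, against 0.408 ± 0.062 in epithelial cells. Cd3d was 1238 ± 132 CPM (SD, n = 3) in T cell-like cells and 62.0 ± 6.7 in NK or innate lymphoid-like cells. Cd14 was 3971 ± 731 CPM in Spp1+ macrophage-like cells and 3878 ± 417 in neutrophil-like cells, a difference smaller than the spread between mice. Its level was 1468 ± 128 CPM in Ly6c+ monocyte-like cells and 1039 ± 163 in C1q+ macrophage-like cells. Cd68 was highest in C1q+ macrophage-like cells (373 ± 19 CPM), followed by Ly6c+ monocyte-like cells (263 ± 9.8) and Spp1+ macrophage-like cells (199 ± 19). Neutrophil-like cells carried 85.0 ± 9.9 CPM of Cd68. The names of the macrophage classes rest on whole marker lists, since Spp1 alone did not separate them. Spp1 stood at 1530 ± 782 CPM in Spp1+ macrophage-like cells and 1626 ± 594 in C1q+ macrophage-like cells, against 152 ± 36 in Ly6c+ monocyte-like cells. C1qb, in contrast, was 560 ± 37 CPM in the Spp1+ and 4827 ± 195 in the C1q+ macrophage-like cells. With doublets kept, Cd14 was 3110 CPM in the Spp1+ macrophage-like cells, the largest move among the Cd14 levels of the myeloid classes.

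**Figure D1:**
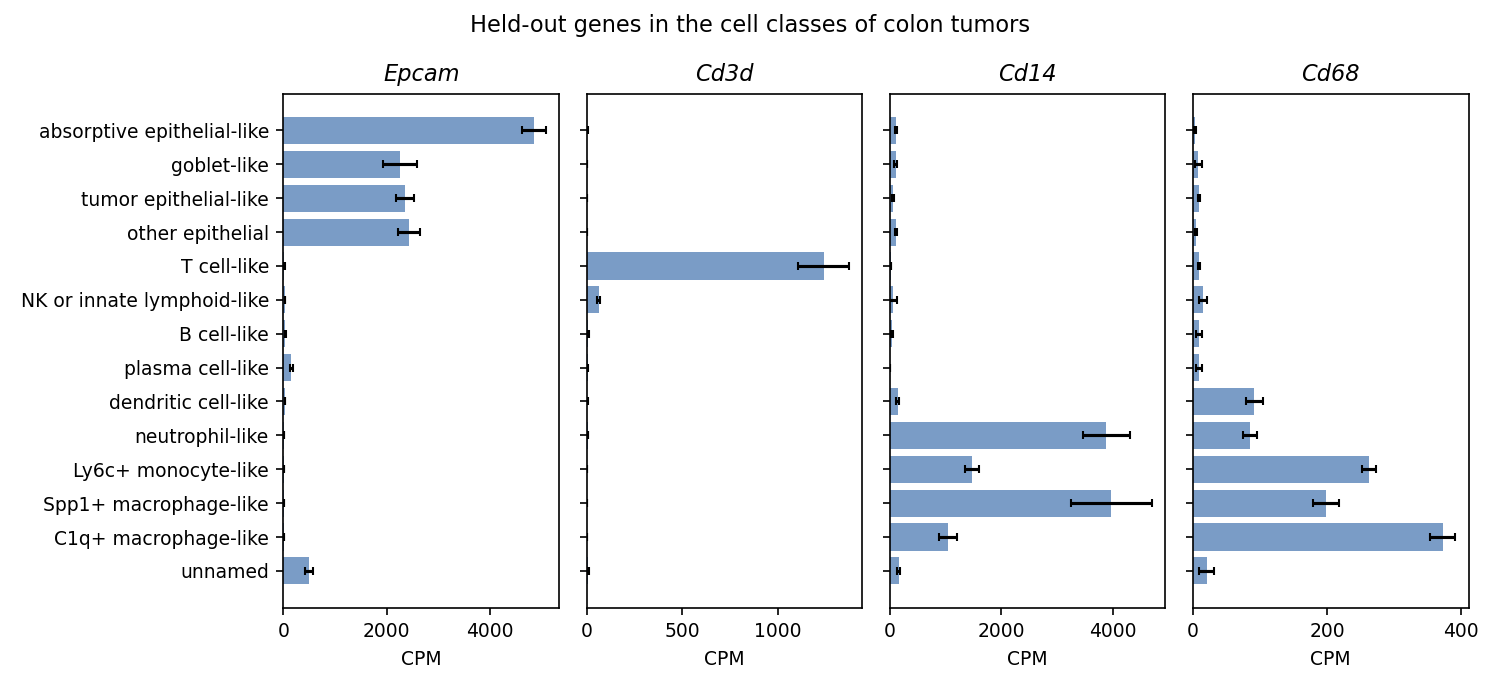
Mean CPM (horizontal axis, linear) of Epcam, Cd3d, Cd14 and Cd68 in each cell class (vertical axis) of the colon tumors. Bars are means over 3 mice and error bars their SD, and Cd68 is highest in C1q+ macrophage-like cells at 373 CPM.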

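Immune cells made up 79.8% ± 2.2 (SD, n = 3 mice) of the retained cells in colon tumors and 31.1% ± 12.7 (SD, n = 3) in adjacent mucosa. Single tumors ranged from 72.8% to 83.6% and mucosa samples from 19.3% to 44.6%. The difference was 61.9 percentage points in mouse A, 51.6 in mouse B and 32.7 in mouse C, with a mean of 48.7 ± 14.8 (SD, n = 3). Each of the 10 tumors lay above the mucosa of its own mouse. An exact two-sided permutation test over which library of each mouse is the mucosa gave p = 0.0133, the smallest p that the 75 assignments allow. Of the alternative filters, the limit of 10% mitochondrial UMIs moved the difference most, to 53.3 points. Dissociation differed with the tissue, so these shares hold for the cells that each protocol released.

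**Figure D2:**
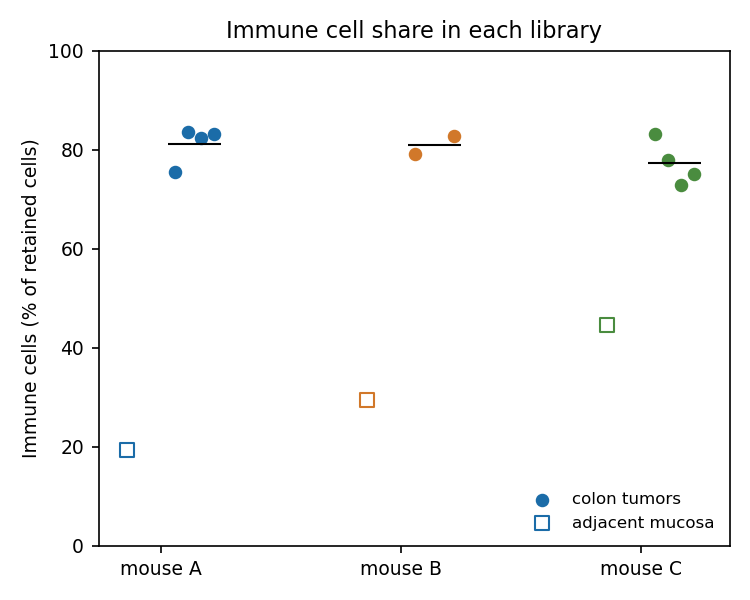
Immune cells as a percent of retained cells (vertical axis) in each library, by mouse (horizontal axis). Filled circles are colon tumors with a line at the mean of each mouse, open squares are adjacent mucosa, and all 10 tumors lie above the mucosa of the same mouse.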

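The same comparison without clusters used the UMIs of each gene summed over all retained cells of a library, tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment (10 tumors against 3 mucosa samples). Ptprc, which encodes CD45, averaged 276 ± 60 CPM (SD, n = 10 tumors) against 51.0 ± 27.6 (SD, n = 3 mucosa samples), a log2 fold change of 2.43 (standard error 0.32, edgeR adjusted p = 1.46e-05). Cd68 averaged 93.7 ± 22.2 CPM against 2.25 ± 0.59, a log2 fold change of 5.38 (standard error 0.31, edgeR adjusted p = 1.15e-08). Adgre1, which encodes F4/80, had a log2 fold change of 6.68 (standard error 0.45, edgeR adjusted p = 4.57e-08). Spp1 averaged 361 ± 154 CPM in tumors and 1.77 ± 1.69 in mucosa, a log2 fold change of 7.68 (7.32 to 8.82 with each library left out). C1qa, C1qb and C1qc rose by 6.00, 6.35 and 6.41 on the log2 scale, and Cd14 by 3.75. For each of these 8 genes, every tumor library was above every mucosa library. Cd3d did not pass the threshold (log2 fold change -0.34, standard error 0.42, edgeR adjusted p = 0.489). Of 17318 genes tested, 6293 were higher and 6067 lower in tumors. The test counts each tumor as a sample. Summing the tumors of each mouse moved this total most, from 12360 to 10913 changed genes, and DESeq2 moved it to 13775.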

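The composition of the tumors was then compared with that of the mucosa, first among the cells other than tumor epithelial-like cells. Ly6c+ monocyte-like, Spp1+ macrophage-like and C1q+ macrophage-like cells together were 28.8% ± 0.9 (SD, n = 3 mice) of these cells, with single tumors between 20.6% and 35.7%, none of the 10 above 50%. They were 31.0% ± 1.3 (SD, n = 3) of the immune cells. Neutrophil-like cells were 36.6% ± 4.9 (SD, n = 3) of the cells other than tumor epithelial-like cells. Counted with the monocyte- and macrophage-like cells, they reached 65.3% ± 5.2 (SD, n = 3), and 9 of 10 tumors were then above 50%. Over the alternatives, the combined share of monocyte- and macrophage-like cells among cells other than tumor epithelial-like cells stayed between 28.3% and 29.6%.
As shares of all retained cells, C1q+ macrophage-like cells rose from 0.300% ± 0.128 (SD, n = 3) in mucosa to 9.18% ± 0.69 (SD, n = 3) in tumors. Spp1+ macrophage-like cells were 0.0291% ± 0.0119 in mucosa and 7.59% ± 0.58 in tumors, and Ly6c+ monocyte-like cells 0.253% ± 0.090 and 7.83% ± 0.27. Neutrophil-like cells went from 0.234% ± 0.252 to 31.3% ± 4.1. All 10 tumors were above the mucosa of their own mouse for these 4 classes and for dendritic and mast cell-like cells (exact within-mouse permutation test, p = 0.0133 each, Benjamini-Hochberg adjusted p = 0.0164 over 16 classes). Plasma cell-like cells were higher in 9 of 10 tumors (3.80% against 1.63%, exact permutation test, adjusted p = 0.0457), a call that was lost in 5 of 10 alternatives: with the 10% mitochondrial limit, with doublets kept, with at least 1000 UMIs and 500 genes, and without mouse A or mouse C. T cell-like cells were lower in all 10 tumors, 8.21% ± 1.46 against 21.5% ± 7.0. The fall lay in the cluster led by Cd160, Gzma and Cd7, with 0.503% of all tumor cells and 16.9% of all mucosa cells. The T cell-like clusters led by Cd6, Tnfrsf4 and Il17a were larger in tumors. They held 5.98% against 2.71%, 0.956% against 0.333% and 0.403% against 0.200%, so the fall does not hold for all T cell-like cells. B cell-like cells did not differ beyond the spread between mice (6.68% ± 4.88 against 5.82% ± 5.41, exact permutation test, adjusted p = 0.947), nor did NK or innate lymphoid-like cells (1.00% against 1.08%, adjusted p = 0.782). The tumor mean of B cell-like cells rests largely on colon tumors 7 (18.5%) and 10 (22.9%), with 0.726% to 3.56% in the others. Only 3 of 10 tumors were above their own mucosa for this class. Shares add up to the whole, so a class can also fall because others rise. No class differed between the mice in the 10 tumors after adjustment (exact permutation test of F, lowest adjusted p = 0.528), with 1 of 16, dendritic cell-like cells, at an unadjusted p = 0.0330.
From the immune cell populations of tumors and normal tissue (Supplementary Fig. S4C), the paper reports a marked infiltration by immune cells. From the proportion of each cell type (Supplementary Fig. S4D), it reports that most cells other than tumor epithelial cells were monocytes, with tumor-associated macrophages among them. It sets this beside its staining between diets, with more CD68 and F4/80 macrophages in the tumor stroma of supplemented mice and similar numbers of CD45 leukocytes. The clinical weight of the Spp1+ and C1q+ macrophage populations it takes from earlier work. All libraries here are from supplemented mice, so their differences between tumor and mucosa carry no comparison of diets.

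**Figure D3:**
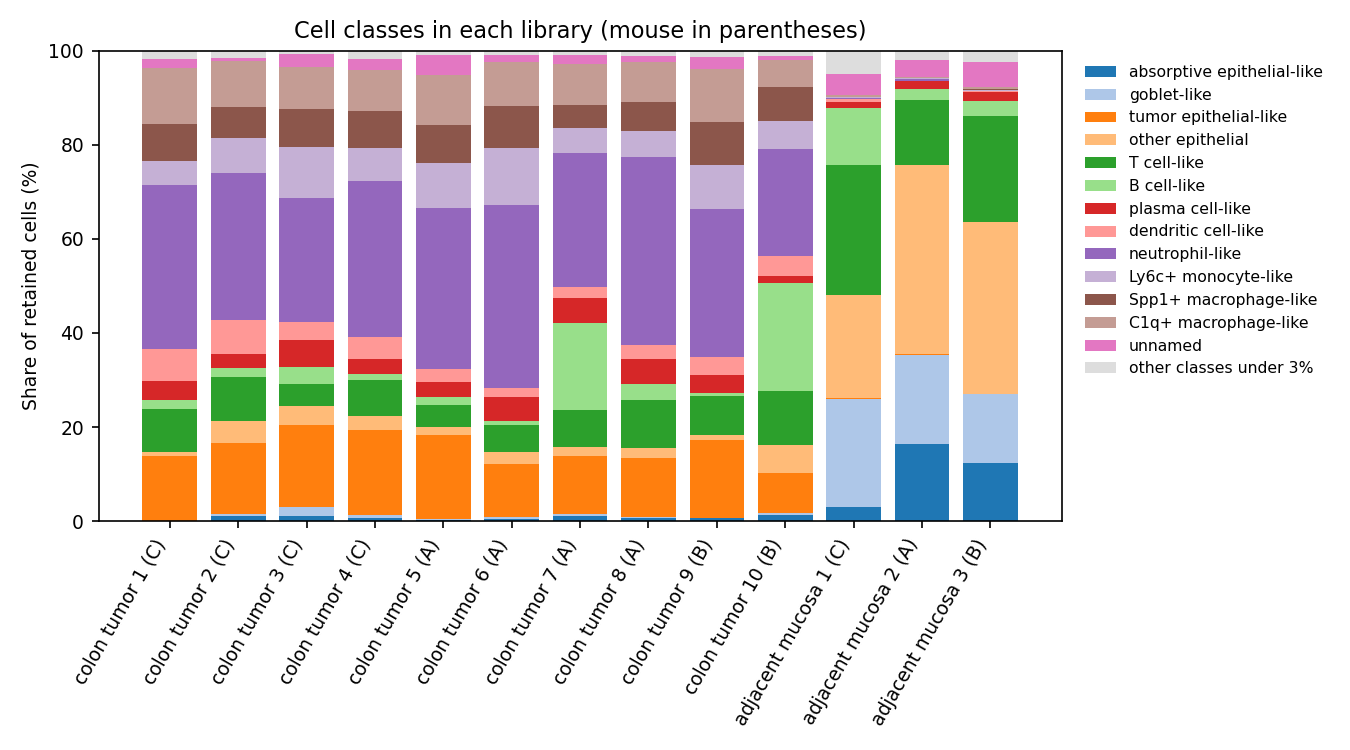
Share of retained cells in percent (vertical axis) of each cell class in the 10 colon tumors and 3 adjacent mucosa samples (horizontal axis, mouse in parentheses). Each bar is 1 library, and neutrophil-like, monocyte-like and macrophage-like cells, 31.3%, 7.83%, 7.59% and 9.18% on average in tumors, are each under 1% in mucosa.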

Consistently, we found the remarkable infiltration of immune cells (Supplementary Fig. S4C) and the majority of non-tumor epithelial cells were monocytes (Supplementary Fig. S4D), including tumor-associated macrophages (*Spp1^+^* and *C1q^+^* macrophage populations) which are clinically associated with immunosuppression and poor prognosis in patients with colorectal cancer (18, 19).

To directly assess the tumor-cell autonomous effects, we generated colonic tumor organoids from age-matched mice fed either control or supplemented diets. First, we analyzed DNA methylation at two generic repetitive elements: intracisternal A particle (IAP) and long interspersed element-1 (Line1; Fig. 2C). While methylation levels of IAP were similar between the two diets, Line1 methylation, on the other hand, was significantly reduced in tumors from supplemented mice (*P* = 0.03). This result is consistent with the known phenomenon that highly proliferative and aggressive tumors are characterized by loss of Line1 methylation (a surrogate marker of global methylation; ref. 20). We next compared the changes in promoter methylation in a panel of tumor suppressor genes that are commonly methylated in human colorectal cancer, including two Wnt regulators (*Sfrp1* and *Sfrp4*), a transcription factor (*Gata4*), a mismatch repair gene (*Mlh1*), a DNA repair enzyme (*Mgmt*), and *p16*. As shown in Fig. 2D, there was no significant difference in promoter methylation of *Sfrp1* or *Sfrp4* in mice receiving dietary supplementation compared with controls. In the *Gata4*, *Mlh1*, and *Mgmt* promoters, we found significantly increased, albeit low, levels of methylation in mice receiving dietary supplementation compared with controls. Consistent with the driver role of *p16* epimutation, we observed substantially increased *p16* promoter methylation in mice on the supplemented diet compared with controls (Fig. 2E).

## Discussion

DNA methylation as an epigenetic mechanism is functionally important because it plays a critical role in regulating gene expression. We focus on the *p16*, because, analogous to genetic mutation, *p16* epimutation is a stable change in promoter DNA methylation that occurs in a subset of aging individuals or in a subset of proliferative cells (8, 9). It is known that developmentally programmed genes, when DNA methylation is being established, are vulnerable to environmental exposures, leading to interindividual variability in methylation (21). Here, our findings expand the classic view of environmental influences on epigenetics. Importantly, we provide direct evidence that dietary nutrients can modulate age-related variations in DNA methylation, thereby serving as a natural selection mechanism for cancer-causing epigenetic regulation.

Mammals cannot make their own folate and cofactors and must obtain them from diet to produce methyl groups for DNA methylation reactions. Therefore, the ontogenic periods, when DNA methylation is being established, are vulnerable to dietary influences. Indeed, we observed increased promoter methylation following dietary supplementation at several genes that are prone to *de novo* methylation during colorectal cancer tumorigenesis. Notably, the *p16* promoter had the highest methylation and this can be explained by a combination of two reasons: increased cellular proliferation (i.e., replicative aging) and clonal expansion of cells that have *p16* methylated (i.e., selective advantage). On the other hand, our results support a model that tumor-intrinsic *p16* epimutation modulates the tumor immune microenvironment. We previously showed that reversal of epigenetic modification at the *p16* locus suppresses intestinal tumor growth and promotes durable response to immune checkpoint blockade (8). Recent studies also demonstrated that the expression of *p16* was significantly associated with senescence-associated secretory phenotype, recruitment of immune cells, and inflammatory responses (22–24). It is possible that *p16* epimutation modulates tumor immunity independent of the canonical CDK4/6-RB pathway and further work, including identification of p16 interacting proteins and single-cell and spatial transcriptomics, is still needed to clarify the role of *p16* epimutation in this process.

This work also addresses the emerging concerns regarding folic acid food fortification and colon cancer risk: one of the most common cancers and the second leading cause of cancer death in the United States. Notably, age is the biggest single risk factor for colon cancer and strongly correlated with changes in DNA methylation (25, 26). Indeed, our results show age-related *p16* promoter methylation is modulated by dietary folate and cofactors, leading to enhanced colon cancer risk. Thus, our findings highlight the need for monitoring the long-term safety of folate fortification and resulting epigenetic effects, particularly given the rising incidence of early-onset colorectal cancer in the United States over the past two decades (27).

## Supplementary Material

Figure S1 Supplementary Figure S1 shows that colon tumors from mice fed with control diet had significantly smaller size. Click here for additional data file.

Figure S2 Supplementary Figure S2 shows an enhanced 1C metabolic pathway that contributes to tumor growth in response to dietary methyl donor supplementation. Click here for additional data file.

Figure S3 Supplementary Figure S3 shows dietary methyl donor supplementation markedly increases tumor cell proliferation and immune cell infiltration. Click here for additional data file.

Figure S4 Supplementary Figure S4 shows scRNA-seq analysis which reveals the immune landscape of colon tumors from supplemented mice. Click here for additional data file.

Table S1 Supplementary Table S1 shows comparison of diets between current and previous studies. Click here for additional data file.

Table S2 Supplementary Table S2 shows 78 differentially expressed metabolites in liver induced by dietary supplementation. Click here for additional data file.

Table S3 Supplementary Table S3 shows 25 differentially expressed metabolites in serum induced by dietary supplementation. Click here for additional data file.

Table S4 Supplementary Table S4 shows 18 differentially expressed metabolites in tumor samples induced by dietary supplementation. Click here for additional data file.

# Supplementary material for: Dietary Folate and Cofactors Accelerate Age-dependent p16 Epimutation to Promote Intestinal Tumorigenesis
**Source:** Cancer Res Commun. 2024 Jan 19;4(1):164–9. doi: 10.1158/2767-9764.CRC-23-0356
**Supplement:** Figure S1 — Supplementary Figure S1 shows that colon tumors from mice fed with control diet had significantly smaller size.

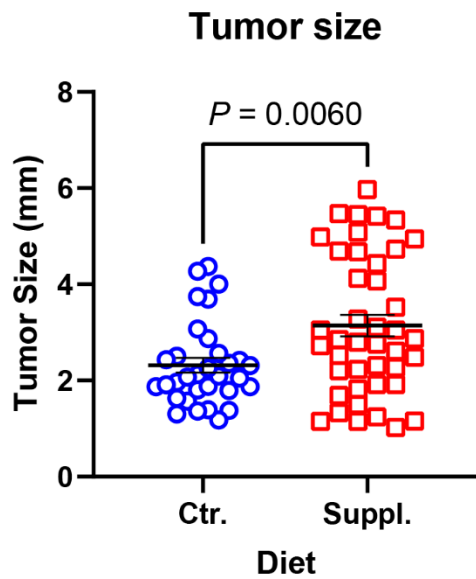

**Supplementary Figure S1.** Colon tumors are significantly larger in mice under dietary methyl donor supplementation. We analyzed the 15 wk-old mice fed with either control NIH-31 diet (N=5) or supplemented NIH-31 diet (N=7). We measured the diameter of individual colon tumors under a Nikon dissecting microscope using NIS-Elements software (RRID:SCR\_014329).  $P$  value was determined by a two-tailed Student's  $t$ -test.

# Supplementary material for: Dietary Folate and Cofactors Accelerate Age-dependent p16 Epimutation to Promote Intestinal Tumorigenesis
**Source:** Cancer Res Commun. 2024 Jan 19;4(1):164–9. doi: 10.1158/2767-9764.CRC-23-0356
**Supplement:** Figure S2 — Supplementary Figure S2 shows an enhanced 1C metabolic pathway that contributes to tumor growth in response to dietary methyl donor supplementation.

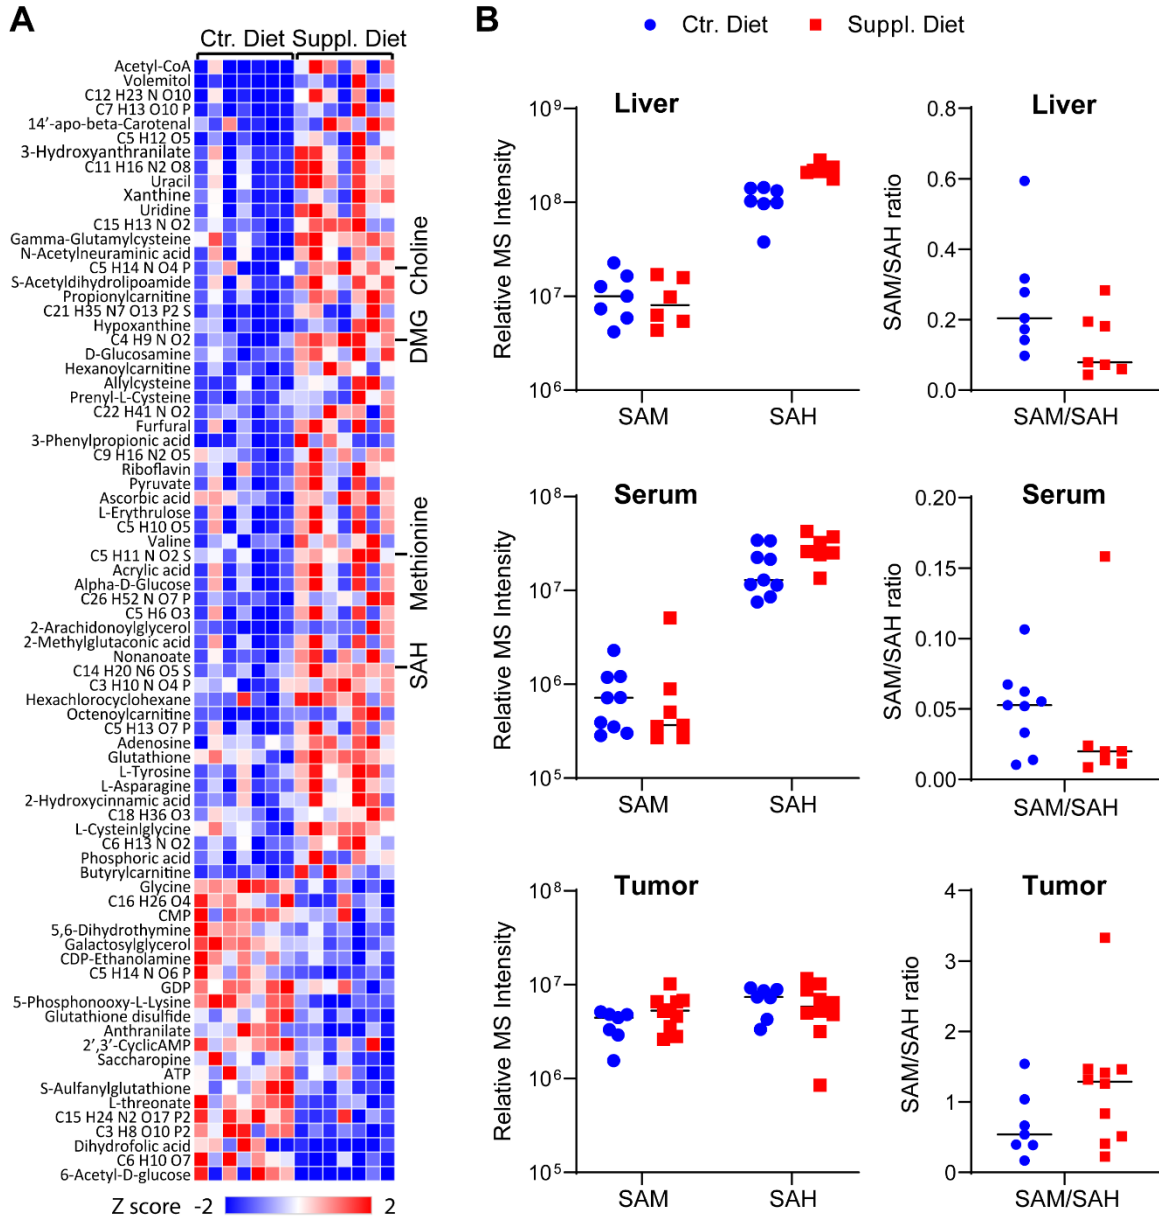

**Supplementary Figure S2.** An enhanced 1C metabolic pathway contributes to tumor growth in response to dietary methyl donor supplementation. **A.** Heatmap of the changes in liver metabolites related to dietary supplementation. Data were normalized using z scores to represent the relative metabolite abundances. Compared to controls, supplemented mice display multiple significantly increased 1C metabolites. **B.** Concentrations of SAM, SAH, and the SAM:SAH ratio (SAM/SAH) across all three tissue types analyzed. Increased SAM/SAH ratio was found specifically in colon tumors from supplemented mice.

# Supplementary material for: Dietary Folate and Cofactors Accelerate Age-dependent p16 Epimutation to Promote Intestinal Tumorigenesis
**Source:** Cancer Res Commun. 2024 Jan 19;4(1):164–9. doi: 10.1158/2767-9764.CRC-23-0356
**Supplement:** Figure S3 — Supplementary Figure S3 shows dietary methyl donor supplementation markedly increases tumor cell proliferation and immune cell infiltration.

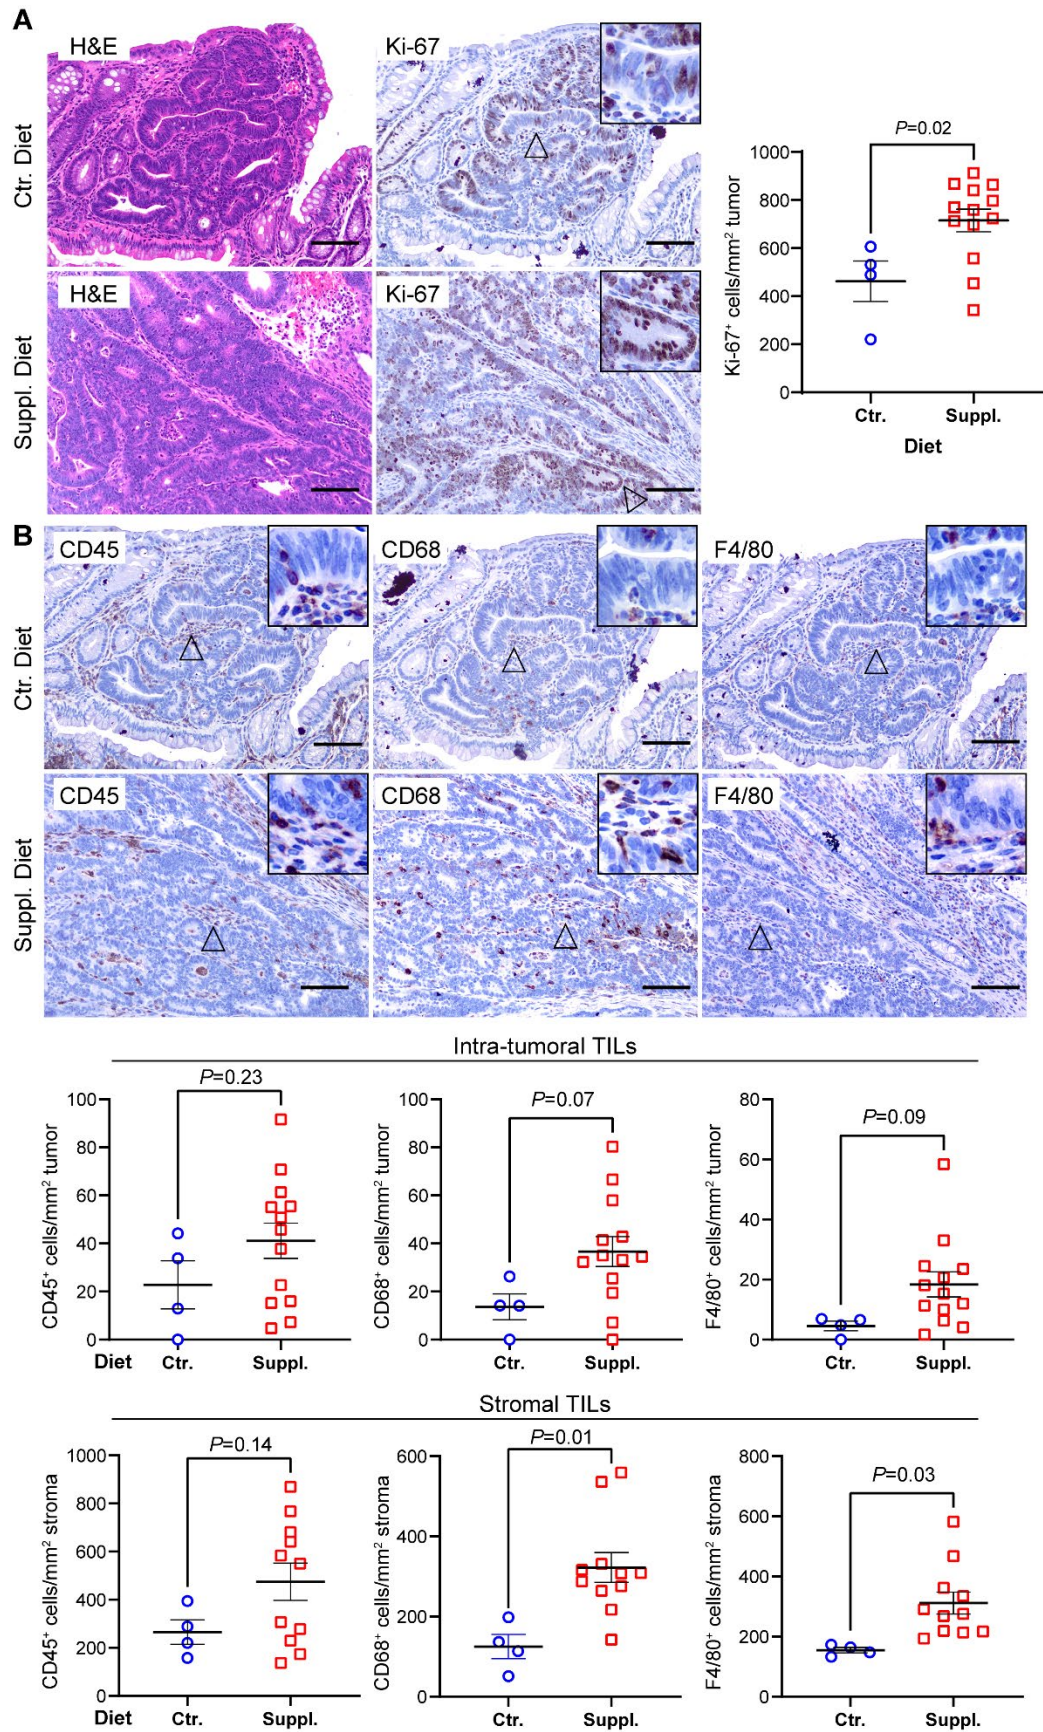

**Supplementary Figure S3.** Dietary methyl donor supplementation markedly increases tumor cell proliferation and immune cell infiltration in the stroma. For representative images, the dietary group is indicated on the left. For immunohistochemistry (IHC) staining, a magnified view is inserted at the top right corner to show positive staining at the indicated area (open triangle). Scale bars =50  $\mu\text{m}$ . For quantitative comparisons, each open dot or square represents the average number of positive cells per square millimeter ( $\text{mm}^2$ ) in a tumor. **A.** IHC of Ki-67 as a proliferation marker in colon tumors. Representative images of H&E and Ki-67 staining are shown. Compared to the control group, colon tumors from mice in the supplemented group had significantly higher numbers of Ki-67<sup>+</sup> tumor cells. **B.** Profiling of tumor-infiltrating lymphocytes (TILs) by IHC. On the top, representative images show the presence of CD45<sup>+</sup> (left), CD68<sup>+</sup> (middle), and F4/80<sup>+</sup> (right) TILs within the colon tumors. Bottom panels show no statistical differences in the numbers of CD45<sup>+</sup> TILs between the two dietary groups. However, significantly increased tumor stromal infiltration of CD68<sup>+</sup> and F4/80<sup>+</sup> macrophages was observed in the mice under dietary methyl donor supplementation.

# Supplementary material for: Dietary Folate and Cofactors Accelerate Age-dependent p16 Epimutation to Promote Intestinal Tumorigenesis
**Source:** Cancer Res Commun. 2024 Jan 19;4(1):164–9. doi: 10.1158/2767-9764.CRC-23-0356
**Supplement:** Figure S4 — Supplementary Figure S4 shows scRNA-seq analysis which reveals the immune landscape of colon tumors from supplemented mice.

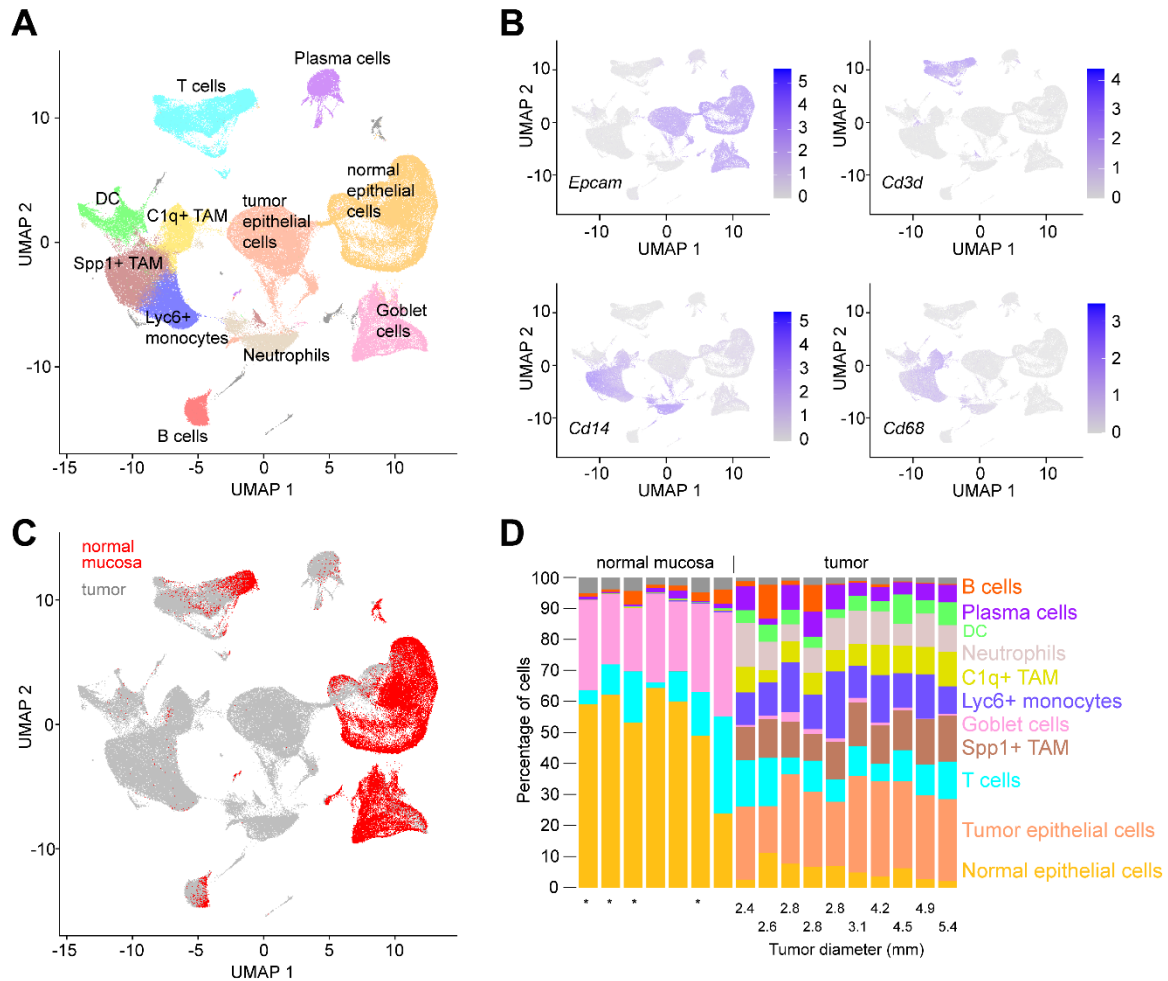

**Supplementary Figure S4.** scRNA-seq reveals the immune landscape of colon tumors from supplemented mice. **A.** UMAP plot showing major cell populations identified from colon tumors and adjacent normal mucosa by canonical cell markers. **B.** UMAP feature plots showing expression patterns for key marker genes, including *Epcam* (epithelial cells), *Cd3d* (T cells), *Cd14* (monocytes and neutrophils), and *Cd68* (macrophages). **C.** UMAP plot revealing distinct immune cell populations identified from tumors compared to normal tissues. **D.** A bar plot of the proportion of each cell type in individual tumors and adjacent normal colon mucosa from mice with dietary supplementation. Individual tumors are ordered by their sizes (maximum diameter). As additional controls, we included the normal mucosa samples from the previous study (Ref 8 and indicated by \*).

# Supplementary material for: Dietary Folate and Cofactors Accelerate Age-dependent p16 Epimutation to Promote Intestinal Tumorigenesis
**Source:** Cancer Res Commun. 2024 Jan 19;4(1):164–9. doi: 10.1158/2767-9764.CRC-23-0356
**Supplement:** Table S1 — Supplementary Table S1 shows comparison of diets between current and previous studies.

**Supplementary Table S1: Comparison of diets between current and previous studies**

|                    | Current NIH-31 based diet |             | Previous study* |
|--------------------|---------------------------|-------------|-----------------|
|                    | Ctr. Diet                 | Suppl. Diet | LabDiet 5V5R    |
| Fat, %             | 4.47                      | 4.47        | 7.6             |
| Calcium, %         | 1.06                      | 1.06        | 1               |
| Vitamin D3, IU/g   | 4.19                      | 4.19        | 2.3             |
| Vitamin B12, mg/kg | 0.06                      | 0.5         | 0.08            |
| Phosphorus, %      | 0.92                      | 0.92        | 0.6             |
| Fiber, %           | 4.05                      | 4.05        | 2.4             |
| Folic Acid, mg/kg  | 1.7                       | 5           | 3.6             |
| DL-methionine, %   | 0.39                      | 0.39        | 0.6             |
| Betaine, g/kg      | 2                         | 5           | NA              |
| Choline, g/kg      | 1.96                      | 5           | 2.2             |

\* The standard diet (LabDiet 5V5R) was used in previously published study (Yang et al. *J Exp Clin Cancer Res* 2023; 42(1):113, PMID: 37143122). Compared to the control NIH-31 diet, the 5V5R diet is low in fiber and vit. D3 and rich in fat, folic acid, and methionine.

# Supplementary material for: Dietary Folate and Cofactors Accelerate Age-dependent p16 Epimutation to Promote Intestinal Tumorigenesis
**Source:** Cancer Res Commun. 2024 Jan 19;4(1):164–9. doi: 10.1158/2767-9764.CRC-23-0356
**Supplement:** Table S3 — Supplementary Table S3 shows 25 differentially expressed metabolites in serum induced by dietary supplementation.

Supplementary Table S3: 25 differentially expressed metabolites in serum induced by dietary supplementation

| Name                                                | Formula       | Control Diet |             |             |             |             |             |              |             |             |  | Supplemented Diet |             |             |             |             |             |             | FoldChange | P value |
|-----------------------------------------------------|---------------|--------------|-------------|-------------|-------------|-------------|-------------|--------------|-------------|-------------|--|-------------------|-------------|-------------|-------------|-------------|-------------|-------------|------------|---------|
|                                                     |               | Ctr1         | Ctr2        | Ctr3        | Ctr4        | Ctr5        | Ctr6        | Ctr7         | Ctr8        | Ctr9        |  | MS1               | MS2         | MS3         | MS4         | MS5         | MS6         | MS7         |            |         |
| L-arginine                                          | C6 H14 N4 O2  | 457802458.5  | 165793837.2 | 548428481.1 | 166522423   | 189746149.5 | 39471415.33 | 318241176.2  | 18417538.43 | 109840417   |  | 84362364.23       | 16531486.73 | 92149028.2  | 29564792.12 | 36729617.19 | 39472146.23 | 141187655   | 0.24       | 0.03    |
| anthranilate                                        | C7 H7 N O2    | 313856751.3  | 374110657.1 | 397737215   | 343062499.1 | 331745584.9 | 595318138.5 | 393236549.3  | 463217840.1 | 328953120.4 |  | 192019699.1       | 229893852.2 | 142053769.6 | 211022349.7 | 194893216.6 | 260009431.6 | 268674940.1 | 0.56       | 0.00    |
| orotate                                             | C5 H3 N2 O4   | 12985224.14  | 5149425.06  | 7562416.496 | 7807732.448 | 7891627.055 | 11371594.96 | 4317858.831  | 4193865.283 | 7822707.321 |  | 28924192.76       | 14436098.76 | 29952921.16 | 12578312.77 | 9050186.689 | 14901743.56 | 10413470.86 | 1.85       | 0.03    |
| thymine/imidazol-4-ylacetate                        | C5 H6 N2 O2   | 20466891.8   | 14954879.22 | 17012916.95 | 13763994.79 | 15663230.48 | 16993735.71 | 24823141.2   | 14865114.09 | 9890485.349 |  | 31096837.92       | 9457826.78  | 39923606.56 | 33045049.45 | 18249149.49 | 22035788.97 | 29377368.26 | 1.88       | 0.05    |
| trans-Hexadec-2-enoyl carnitine                     | C23 H43 N O4  | 11725796.3   | 16593200.46 | 6956119.436 | 6205262.632 | 6055130.52  | 13967285.99 | 13960632.59  | 6260828.938 | 8581530.396 |  | 12172853.31       | 16146591.32 | 25936336.91 | 9506607.908 | 12424485.93 | 20128432.88 | 19441019.9  | 1.88       | 0.03    |
| Linoleyl carnitine/Linoleidyl carnitine             | C25 H45 N O4  | 12092225.13  | 13081110.12 | 8487881.524 | 7015127.756 | 6671168.532 | 6783104.552 | 14292869.38  | 5300807.111 | 6422932.593 |  | 18944162.88       | 19894701.44 | 24418902.02 | 7707053.835 | 5961710.759 | 15086920.33 | 14788783.29 | 2.15       | 0.05    |
| lactate                                             | C3 H6 O3      | 28135663509  | 31210147266 | 21795621810 | 31956475797 | 36753906954 | 42451188399 | 26072737994  | 37283366821 | 30078928317 |  | 40921741786       | 51668369461 | 40915351647 | 47294129847 | 22826305401 | 56493444324 | 51518345607 | 1.52       | 0.02    |
| succinate(2-)                                       | C4 H4 O4 -2   | 2795542628   | 2180856599  | 1346953500  | 1757338147  | 2491003730  | 1797991109  | 1655667304   | 1581784975  | 1655548815  |  | 2855027728        | 2472646495  | 2732311741  | 3103679243  | 2352982730  | 2783523441  | 4546161831  | 1.58       | 0.01    |
| Propionic acid                                      | C3 H6 O2      | 211532391.9  | 176891110.1 | 107195071.5 | 138506793.1 | 191202816.7 | 155951099.1 | 136702044.9  | 123564025.7 | 121759519.1 |  | 231023100.2       | 194757851.1 | 215226328.6 | 261528218.3 | 189876682.6 | 237310232.6 | 364562427.9 | 1.67       | 0.01    |
| D-Glucuronate 1-phosphate/D-Glucuronate 6-phosphate | C6 H11 O10 P  | 40863246.1   | 26674625.73 | 12109256.44 | 19643507.84 | 46270465.15 | 18709219.81 | 6143974.381  | 13891186.27 | 18896677.73 |  | 47066107.13       | 41714815.48 | 47390060.47 | 72121965.46 | 36195462.43 | 50656714.36 | 108764171.6 | 2.51       | 0.01    |
| N6-Me-Adenosine                                     | C11 H15 N5 O4 | 17335257.02  | 9504085.265 | 9870823.955 | 9768182.458 | 6643613.252 | 15032911.23 | 21161265.18  | 16672858.66 | 6443351.484 |  | 15653711.76       | 19938493.34 | 22031279.29 | 19790726.6  | 18642516.37 | 17091511.34 | 20130886.31 | 2.00       | 0.01    |
| 3-hydroxyhexadecanoyl carnitine                     | C23 H45 N O5  | 2306450.833  | 1751858.269 | 521514.8084 | 985473.4161 | 2144546.505 | 2497881.934 | 3852300.845  | 3706007.947 | 1025656.813 |  | 1368632.268       | 6697155.631 | 5307904.457 | 4141010.277 | 2024247.055 | 6115489.236 | 3016074.886 | 1.93       | 0.05    |
| Hypoxanthine                                        | C5 H4 N4 O    | 2309214968   | 775434915.6 | 518212386.8 | 894102917.6 | 1928360083  | 2645950442  | 4719744914   | 4036995561  | 648689038.4 |  | 4158954521        | 5708260280  | 5154075419  | 5231973765  | 3738496649  | 5846325969  | 2943947917  | 2.67       | 0.00    |
| inosine                                             | C10 H12 N4 O5 | 149299456.9  | 59331665.15 | 38972857.93 | 32275466.94 | 93362841.46 | 162865430.7 | 237384689.7  | 385951359.3 | 25024907.69 |  | 303441492.3       | 298180825.3 | 282003954.8 | 301220384.6 | 232977633.3 | 318880701   | 54736271.11 | 3.19       | 0.03    |
| uracil                                              | C4 H4 N2 O2   | 172835327.8  | 69406456.07 | 55904509.06 | 56724002.51 | 86589775.46 | 141476727.9 | 95234474.04  | 120677864.5 | 24412431.14 |  | 231260638.5       | 358947270.2 | 344556661.1 | 344316270.3 | 75606989.6  | 244413496.4 | 126421397.9 | 2.82       | 0.01    |
| propionyl-carnitine                                 | C10 H19 N O4  | 399869006.1  | 476258363.6 | 472370476   | 345593849.2 | 643779920.3 | 665309818.8 | 746499922    | 504444817.6 | 380468161.9 |  | 420775134.8       | 630121357.2 | 751456046.7 | 602892083.4 | 877859225.3 | 921153095.9 | 1063667030  | 1.58       | 0.03    |
| glycine betaine                                     | C5 H11 N O2   | 9315672019   | 9163858247  | 7554597787  | 7309762227  | 7954258369  | 12838915022 | 11531929586  | 11564105044 | 9612268469  |  | 14797405501       | 13430252183 | 11087868489 | 17089281943 | 16700776654 | 13026303450 | 17530803448 | 1.59       | 0.00    |
| N,N-Dimethylglycine                                 | C4 H9 N O2    | 154972577.2  | 121161422.3 | 145399481.2 | 103730158   | 107716873.6 | 291968803.4 | 169595245.1  | 161882300.9 | 156015601.7 |  | 447229676.1       | 253366576.4 | 216888452.7 | 569259087.6 | 439076990.1 | 344503566.7 | 317153280.1 | 2.22       | 0.00    |
| Trimethylamine N-oxide                              | C3 H9 N O     | 708742185.2  | 575530050.7 | 1009020809  | 196607750.5 | 208531148.9 | 264807076.1 | 209711565.1  | 208332443.9 | 214696170.6 |  | 1343310155        | 608222018.9 | 323021167.3 | 1803854744  | 1129207320  | 1093737492  | 1224342874  | 5.26       | 0.01    |
| Sedoheptulose 7-phosphate                           | C7 H15 O10 P  | 3791946.178  | 3542164.653 | 2761856.96  | 5638104.172 | 6115497.946 | 16391867.67 | 21164652.41  | 12461925.34 | 4551937.483 |  | 15605726.56       | 15450334.4  | 11817501.75 | 21405542.28 | 23930039.09 | 18942230.18 | 8157290.233 | 2.77       | 0.02    |
| Phosphodimethylethanolamine                         | C4 H12 N O4 P | 4202669.695  | 8805292.759 | 3461904.134 | 7763174.721 | 10110016.23 | 18623783.64 | 42333949.78  | 15144787.38 | 13779242.85 |  | 26945701.32       | 31234573.96 | 15213218.57 | 51849979.11 | 35744664.12 | 28891443.81 | 18045099.54 | 2.86       | 0.02    |
| uridine                                             | C9 H12 N2 O6  | 491886424    | 212513127.2 | 292889952.3 | 264226135.8 | 796923665.1 | 649460870.8 | 830347014.6  | 975851938.3 | 172570213.6 |  | 678314873.2       | 747373867   | 766194731   | 1538657213  | 1377159959  | 1759818156  | 1703860908  | 2.80       | 0.01    |
| L-arabinitol/xylitol/D-ribitol                      | C5 H12 O5     | 12231953.39  | 8393174.861 | 7257468.23  | 7867617.973 | 18786269.38 | 22345676.78 | 35967546.13  | 16798160.79 | 9839796.656 |  | 22895517.57       | 46314521.54 | 20969148.17 | 49087033.96 | 34318946.14 | 44767407.91 | 43143823.26 | 3.53       | 0.00    |
| L-Iditol/D-glucitol/galactitol                      | C6 H14 O6     | 14476743.4   | 12410366.13 | 11170711.89 | 12033638.75 | 22798913.98 | 25233415.43 | 31273895.48  | 22529082.6  | 10718829.46 |  | 22047174.98       | 53575804.41 | 24653180.41 | 58326363.69 | 43831513.35 | 52308932.31 | 55463912.47 | 3.61       | 0.00    |
| xanthosine                                          | C10 H12 N4 O6 | 40195238.23  | 10519084.87 | 11582902.06 | 21803732.77 | 98355328.69 | 76266236.49 | 2308969309.9 | 171440567.3 | 10718655.88 |  | 94912923.81       | 299477255.9 | 115898768.4 | 257183843.6 | 213843302.5 | 264308023.6 | 190915049.9 | 5.32       | 0.01    |

# Supplementary material for: Dietary Folate and Cofactors Accelerate Age-dependent p16 Epimutation to Promote Intestinal Tumorigenesis
**Source:** Cancer Res Commun. 2024 Jan 19;4(1):164–9. doi: 10.1158/2767-9764.CRC-23-0356
**Supplement:** Table S4 — Supplementary Table S4 shows 18 differentially expressed metabolites in tumor samples induced by dietary supplementation.

Supplementary Table S4: 18 differentially expressed metabolites in tumor samples induced by dietary supplementation

How the deposited data were processed for this re-analysis (not part of the article)

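The scRNA-seq data came from 10 colon tumors and 3 samples of adjacent normal mucosa of 3 mice on the supplemented diet. Libraries were assigned to mice by the animal codes in the sample labels, which give 24, 23 and 20 weeks of age for mice A, B and C. Replicate numbers do not pair tumors with mucosa, but the animal does, so the tests on shares compare libraries within each mouse, while the gene tests take each library as a sample, with the mouse as a block as an alternative. As a check of this pairing, deviations from the group means, compared across genes, which are not independent replicates, correlated between the tumors and the mucosa of one mouse with r = 0.107, 0.0293 and 0.0811 in mice A, B and C in the all-cell sums, and 0.127, 0.0672 and 0.212 in the epithelial sums. The sex given in the labels was not used as a condition.

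The authors processed the reads with Cell Ranger, which called cells and counted UMIs, and deposited the counts of each library as an unnormalized matrix with its barcodes and genes. The genome build and annotation are not named in the paper's text, the labels or the file headers. Of the 32285 gene IDs in the files, 32158 (99.6%) are in GENCODE vM21, 31436 of them with the same symbol, and symbols were taken from the files. Cell types were rebuilt from the counts. Metabolite intensities were read from Supplementary Tables S3 and S4 as the authors give them, as relative intensities, and were not normalized further.

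Barcodes were kept with at least 500 UMIs, at least 200 genes and under 25% mitochondrial UMIs. The UMI minimum removed no barcode, since no deposited barcode is below it, and the gene minimum removed 7797. A doublet score per barcode, the share of simulated doublets among its nearest neighbors after Scrublet, was computed in each library, and the barcodes with the highest scores were removed up to 0.8% per 1000 barcodes, 10397 barcodes in all. Of 137591 barcodes, 108495 remained as cells. UMIs were scaled to 10000 per cell and log-transformed, the 2000 most variable genes other than Epcam, Cd3d, Cd14 and Cd68 were reduced to 30 principal components, and a shared-neighbor graph of 20 nearest neighbors was clustered by the Leiden method at resolution 1 with seed 11, giving 38 clusters. No integration across libraries was applied.

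A cluster was called epithelial or immune when at least 3 markers of that list had a UMI in at least 25% of its cells and a larger part of that list than of the other did. A class could name a cluster if the mean log2 fold of its markers over the other clusters was at least 1, if at least 3 of them were detected in at least 10% of cells and raised by at least 1 on the log2 scale, and if no other class had more markers among the cluster's top 10 genes by fold. Of the classes that met all of these, the one with the highest mean gave the name, so a class with a higher mean that did not meet them was passed over. A cluster whose median depth was under 0.333 of that of its libraries took a class name only with a marker of the class among its top 10 genes, and was placed among the epithelial cells only with an epithelial marker there. By this rule 1 cluster with 5 of the epithelial and 0 of the immune markers, of 1349 tumor and 436 mucosa cells with a median of 791 UMIs, stayed unnamed and out of the epithelial sums, to which it would add 0.812% of UMIs in tumors and 0.155% in mucosa. Names follow the marker lists fixed before the data were examined and end in -like, while the thresholds of the naming were set after the cluster profiles were seen. Other epithelial cells are epithelial clusters that met no class. After the leading genes of the clusters were seen, 1 cluster led by erythrocyte genes, 0.457% of tumor cells and 2.56% of mucosa cells, was left unnamed, and 1 led by Paneth cell genes, 0.713% of tumor cells and 0.0133% of mucosa cells, was left among the other epithelial cells. The 2 tumor epithelial-like clusters hold 12346 tumor cells and 8 mucosa cells. Genes that differ between tumor and mucosa epithelium also define the epithelial clusters, so the sizes of epithelial classes are not read as a difference between the tissues.

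Shares were compared by an exact two-sided permutation test over which library of each mouse is the mucosa (75 assignments, smallest p 0.0133), with the mean over mice of tumor mean minus mucosa as the statistic and Benjamini-Hochberg adjustment over 16 classes. Differences between mice in the tumors were tested by an exact permutation of the F statistic over 3150 arrangements. The paper's statistics section names Student's two-tailed test for group differences in general, and Supplementary Fig. S4D shows the shares without a test. For gene tests, UMIs were summed over all retained cells, or over the epithelial clusters, of each library. In units of 1000000, the epithelial sums held 20.6 to 36.9 UMIs in tumors (median 24.0) and 59.6 to 83.7 in mucosa (median 80.3). Genes passing filterByExpr were tested with edgeR's quasi-likelihood test after TMM normalization, and a gene was called changed at an adjusted p under 0.05. Tumors of one mouse are not independent, so these tests were also run on the tumors summed per mouse. CPM values of the gene tests use library totals scaled by the TMM factors. Those of a cell class use the UMIs of the class in each library. The sex-linked transcripts, the small-intestinal list, and the ratios and expected counts of UMIs use totals without these factors.

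The gene tests were checked on simulated counts drawn from the means and library sizes of the real libraries with 200 genes changed. In the all-cell simulation 86% of 4-fold and 54% of 2-fold changes among 16995 genes were called, with 7 false calls, 4.76% of the calls. In the epithelial simulation these were 85% and 55% among 15116 genes, with 7 false calls. The libraries were drawn independently, so the simulation does not cover the likeness of tumors of one mouse. Nor does it cover normalization where most genes change, as in the real all-cell sums (12360 of 17318 genes). Genes are named by a rule fixed before the data were examined: every gene the paper names, a list of 36 genes of one-carbon metabolism and methylation given as a count, a list of 15 dissociation stress genes, and the 3 highest and 3 lowest log2 fold changes in the epithelial sums among changed genes whose tumor and mucosa libraries do not overlap. Of the genes the paper names, 1 is not reported here, though the counts over named genes include it. List medians were set against 10000 random lists matched on mean expression in 20 bins. A list of 8 genes of small-intestinal enterocytes was written before its test.

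The alternatives were also fixed before the data were examined: mitochondrial limits of 10% or none, doublets kept, at least 1000 UMIs and 500 genes per cell, resolutions 0.5 and 2, cells called by their own marker UMIs, each mouse or library left out, equal weight for each tumor, the mouse as a block, DESeq2, no filter on low counts, upper-quartile normalization, tumors summed per mouse, and goblet-like cells left out of the epithelial sums. N,N-dimethylglycine was compared by an exact permutation test of the difference of means, with medians, log2 intensities and each sample left out as alternatives. Intervals on ratios of UMIs cover counting error only.

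The previously published mucosa samples of Supplementary Fig. S4 and the tumor diameters of its panel D, which are not tied to libraries, were not used here. The liver metabolites of Supplementary Table S2 were not analysed here. Software was R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9 and matplotlib 3.10.9.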

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

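The tests of Cdkn2a and of macrophage RNA in the epithelial sums were chosen only after the result was seen. Samples far from the others of their group were sought in 60 groups by Dixon's criterion, which marks about 1 in 20 groups by chance, so 3 would be expected, and 7 were found.

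Epithelial cells of the sequenced tumors, whose genes the paper does not compare with mucosa, differed from mucosa epithelium in 10025 of 15393 genes (edgeR's quasi-likelihood test, 5320 higher and 4705 lower). In 7158 of these genes the tumor and mucosa libraries did not overlap. Among all tested genes 46.6% had no overlap, against 0.699% by chance. Of 100 of the 286 possible splits of the 13 libraries into 10 and 3, only the real one, 1, gave as many genes. The next highest, with 2 mucosa samples in its group of 3, gave 3452. These values argue against a random grouping of the libraries. They cannot tell tissue from protocol, and the splits treat tumors of one mouse as independent. The depth differs between the groups, with a median of 24.0 UMIs per tumor sum and 80.3 per mucosa sum in units of 1000000, and the sums also mix cell classes in different proportions. With goblet-like cells left out, 9979 genes were changed, 8936 of them shared with the 10025 and 22 of those in the opposite direction. The list of 15 dissociation stress genes had a median log2 fold change of 1.82, outside the range of random lists (-0.69 to 0.18), with 14 of 15 genes higher over all genes tested and 15 adjusted over the list alone. Its median was between 1.63 and 1.96 over all settings. The different dissociation of the tumors is therefore a candidate explanation for part of the difference, and a response of the tumor cells themselves stays open, since each tissue had its own protocol.

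The genes chosen for the largest changes were Ptn, Defa17 and Defa36 among the higher, and Sst, Gcg and Ugt2b5 among the lower. Ptn had 74185 UMIs in the tumor sums and 5 in the mucosa sums, a ratio per UMI of 12726 (95% counting interval 5453 to 39195). The 5 came from mucosa replicate 2 alone, and without it Ptn was at least 13594-fold higher against 3 counts over the group. Defa17 had 7100 UMIs in tumors and 0 in mucosa, at least 2030-fold higher, and Defa36 had 6608 and 0, at least 1889-fold higher. The deepest mucosa sample, replicate 3, weighs on these values, which without it were 7960 for Ptn, at least 1270 for Defa17 and at least 1182 for Defa36. Without mucosa replicate 2 the bounds of the defensins were 1301 and 1211, and without colon tumor 4 that of Defa36 was 1153. The defensin genes are close paralogs, so their reads can be shared between them. The cluster led by Paneth cell genes is part of these sums, with 613 tumor and 3 mucosa cells. Defa17 was highest in colon tumors 4, 8 and 2 (2001, 1879 and 1257 UMIs), with 106, 83 and 214 such cells. It was lowest in tumors 7, 9 and 5 (23, 34 and 67 UMIs), with 4, 17 and 6. Defa36 followed these cells less closely, with 83 UMIs in tumor 3 (66 cells). The defensin values are therefore not read as a rise across tumor epithelial cells. Sst had 0 UMIs in tumors and 7171 in mucosa, at least 2787-fold lower. Gcg had 3 and 10448 UMIs, a ratio of 4060 (interval 1389 to 19692), and Ugt2b5 had 8 and 6858, a ratio of 999 (interval 507 to 2316). The 3 UMIs of Gcg came from colon tumor 5 alone, and without it Gcg was at least 3599-fold lower. Without the same tumor the ratio of Ugt2b5 was 1772. Sst and Gcg are enteroendocrine genes, and enteroendocrine-like cells were 0.0107% of tumor cells and 0.842% of mucosa cells.

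Cdkn2a, the gene of p16, was at a mean of 47.05 CPM (SD 20.0, n = 10) in the epithelial sums of the tumors, with 12793 UMIs in tumors and 2 in mucosa, a ratio of 5486 (95% counting interval 1519 to 45309). Its fitted log2 fold change was 11.73 (standard error 0.83, edgeR adjusted p = 2.57e-07), with adjusted p values of at most 9.95e-06 over the alternatives. Both mucosa UMIs came from mucosa replicate 2, and without it the fitted value was 13.59 and the ratio at least 2344 against 3 counts over the group. Without replicate 3 the ratio was 3432. The paper measures DNA methylation of the p16 promoter between diets, in colonic tumor organoids. Cdkn2a RNA is another measure, its comparison between these tumors and mucosa is not in the paper, and it carries no comparison of diets. RNA of immune cells cannot bring this level, because the highest immune class of the tumors, T cell-like cells, carried 9.59 CPM. Depth cannot either: at the tumors' CPM the mucosa sums would hold 10973 UMIs. A rise in all epithelial cells dissociated with the tumors is argued against by the absorptive-like cells of the same tumors at 1.98 CPM and the goblet-like cells at 1.24, against 63.1 ± 13.2 (SD, n = 3 mice) in tumor epithelial-like cells. Cdkn2a is itself among the clustering genes, which limits this last comparison. The values are consistent with expression by the tumor epithelial cells, as a hypothesis found and tested on the same data. A stress response limited to the tumor cells was not tested. The counts cannot separate p16 from p19Arf, since the 2 transcripts of the gene in GENCODE vM21 share their exon 2.

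Transcripts of 5 macrophage genes were also higher in the epithelial sums of tumors: log2 fold changes were 10.02 for Spp1, 2.76 for Cd68, 4.50 for Adgre1, 5.45 for C1qb and 5.17 for C1qc. C1qa did not pass the threshold (0.94, edgeR adjusted p = 0.110, 0.000170 to 0.366 over the alternatives), and did so in 3 of 20 alternatives: without mucosa replicate 2 (1.66), with doublets kept (1.40) and with goblet-like cells left out (3.30). Cd14, which mucosa epithelium carries at 95.3 CPM, was lower in tumors (-0.53, adjusted p = 0.0373, 0.00296 to 0.778 over the alternatives), and lost the call in 10 of 20 alternatives, among them the loss of any 1 mucosa sample. Spp1 rests on 5777 UMIs in tumors and 3 in mucosa, a ratio of 1652 (interval 565 to 8012). The mucosa UMIs of Spp1 came from mucosa replicate 2 alone and those of Adgre1 from replicate 3, without which the fitted values were 12.34 and 6.34. Without replicate 3, Adgre1 had 0 mucosa UMIs and was at least 14.1-fold higher against 3 counts over the group. Without mucosa replicate 2, Spp1 was at least 1059-fold higher against 3 counts over the group, and without replicate 3 the ratio was 1033. If RNA of macrophages were the whole source, each gene would stand at a like share of its level in the cells it came from. Of the level in Spp1+ macrophage-like cells, the share was 1.40% ± 0.36 (SD, n = 3 mice) for Spp1, 1.20% ± 0.31 for C1qa, 1.16% ± 0.44 for C1qc, 1.04% ± 0.44 for Adgre1 and 0.839% ± 0.304 for C1qb, so RNA of this class is a candidate source of these 5, and 3.97% ± 0.51 for Cd68. Of the level in the 3 monocyte- and macrophage-like classes together, it was 2.70% ± 0.52 for Cd68, 2.01% ± 0.49 for Spp1, 0.347% ± 0.158 for Adgre1, 0.184% ± 0.043 for C1qb, 0.166% ± 0.059 for C1qc and 0.145% ± 0.019 for C1qa. The share of Cd68 was above that of Adgre1 in 10 of 10 tumors against each of the 3 classes, by 5.89 times or more on average, so no mixture of these classes brings both genes at the levels seen. Adgre1 rests on 79 UMIs in tumors. RNA of other cells as a source of Cd68, and expression of it by tumor cells, were not tested.

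In every tumor there were cells of a cluster led by Paneth cell genes, 613 in all, between 4 and 214 per tumor or 0.0426% to 2.19% of its cells, while the mucosa samples had 3 such cells. Paneth cells were on no marker list, and the cluster was singled out after its leading genes were seen. Cells of the small intestine in the samples cannot be told apart from cells of the tumors. The summed CPM of 8 genes of small-intestinal enterocytes was above the mucosa of the same mouse in 0 of 10 tumors (7.63 to 111 against 489 to 1001). That sum is mostly Fabp2, which the colon mucosa expresses as well, and 4 of the 8 genes are over 1 CPM in mucosa. Without Fabp2 the sums were 6.71 to 20.3 CPM in tumors and 10.5 to 35.7 in mucosa, with 3 of 10 tumors above. Sis had 0 UMIs in the tumors and 97 in the mucosa, and Apoa1 was at 0.514 to 0.971 CPM in tumors and 0.0672 to 0.310 in mucosa. Genes this low exclude no small share of such cells.

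In the shares of cell classes, goblet-like cells were 1.82% of colon tumor 3, against 0.0238% to 0.638% in the other tumors, and C1q+ macrophage-like cells were 5.67% of colon tumor 10, against 8.51% to 11.7% in the others. Sfrp1 in colon tumor 5 was 0.622 CPM in the all-cell sums (0.0341 to 0.327 in the other tumors) and 0.391 in the epithelial sums (0 to 0.138). Cd68 in the epithelial sums of colon tumor 6 was 12.9 CPM, against 5.396 to 8.50 in the others. Leaving out each tumor in turn kept Sfrp1 lower and Cd68 higher in tumors. No explanation was tested for these tumors, and as the design gives no condition among them, no biological explanation was tested.

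In the authors' tables of metabolites, N,N-dimethylglycine of control serum sample 6 was 292 in units of 1000000 of intensity, against 104 to 170 in the other control samples, and that of control tumor sample 1 was 11.3, against 6.71 to 8.53 in the other control tumors. With each sample left out in turn, the ratio of supplemented to control diet was 2.14 to 2.64 in serum and 1.76 to 1.93 in tumors. No explanation was tested for either sample.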

How the results depend on the processing

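The immune cell share was higher in tumors under all alternatives, between 47.7 and 53.3 percentage points, and between 42.1 and 56.8 with each mouse left out. Without mouse A or without mouse C, p was 0.0667, the smallest that 15 assignments allow. With no replicate block, each tumor weighted equally, the difference was 48.5 points. The combined share of the 3 monocyte- and macrophage-like classes, of cells other than tumor epithelial-like cells and of immune cells, moved by less than the spread between mice under all 10 alternatives. The single classes moved by more under some alternatives: as shares of all tumor cells, Ly6c+ monocyte-like cells went from 7.83% ± 0.27 (SD, n = 3 mice) to 14.7% with the 10% mitochondrial limit and 13.6% at resolution 0.5, Spp1+ macrophage-like cells from 7.59% ± 0.58 to 5.96% with the 10% limit, and C1q+ macrophage-like cells from 9.18% ± 0.69 to 6.03% with doublets kept. Cells called by their own marker UMIs, without clusters, gave a difference of 50.2 points.

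Of 16 classes, 14 passed the threshold, and 11 to 14 did so under the other filters and resolutions. With each mouse left out the number was between 0 and 14, with 0 without mouse A or mouse C because those assignments cannot reach the threshold. Over the 16 differences, 121 of 157 alternatives kept direction and call, 32 lost the call and 4 reversed. B cell-like cells, 0.862 points higher in tumors, were at -0.164 with no replicate block and between -3.11 and 6.27 with each mouse left out. NK or innate lymphoid-like cells, -0.0734 points, were between -0.261 and 0.267 with each mouse left out. Neither class passed the threshold. Plasma cell-like cells, 2.17 points higher, no longer passed with the 10% mitochondrial limit (2.38), with doublets kept (2.22) or with at least 1000 UMIs (2.18), and mast cell-like cells no longer with doublets kept (0.124). The cause was not tested. At resolution 0.5 no cluster was named Spp1+ macrophage-like, with doublets kept or at least 1000 UMIs none was named tuft-like, and with the 10% mitochondrial limit tumors of fewer than 3 mice had 20 goblet-like cells for a level of the held-out genes, so these have no value.

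No class differed between mice after adjustment over the 10 tumors, and with each tumor left out 0 to 1 did. That class was NK or innate lymphoid-like cells without colon tumor 3 (0.732%, 1.04% and 1.47% in mice A, B and C, exact permutation test, adjusted p = 0.0254).

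Among all-cell sums, 12360 genes were changed, 10913 to 13775 under the alternatives and 11284 to 12393 with each library left out. The mouse as a block gave 12586. In the epithelial sums, 10025 genes were changed, 9291 to 11711 under the alternatives and 8776 to 10329 with each library left out, and 10323 with the mouse as a block, 9861 of them the same genes. Upper-quartile normalization moved the median log2 fold change of all genes in the epithelial sums from 0.04 to 0.18 and the share of higher genes from 53.1% to 61.2%. DESeq2 moved the median to 0.27.

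For the 16 tested genes the paper names, 302 of 304 alternatives in the all-cell sums kept direction and call. Cd3d reversed without mucosa replicate 1 (range with each library left out -0.69 to 0.25), and Sfrp1 reversed with doublets kept, from -4.31 to 0.66. With doublets kept, 486 fibroblast-like cells formed a class, 472 of them in tumors, and these 472 held 4021 of the tumors' 4132 Sfrp1 UMIs. The doublet step removed 400 of the 486 (82.3%). In the cluster of these 486 cells, 0 epithelial and 0 immune markers had a UMI in at least 25% of cells. Unnamed mixed clusters of 833 and 296 cells under the same setting had 6 epithelial and 5 immune markers each. These values argue against doublets with epithelial or immune cells as the source of most of the fibroblast-like class. Doublets with other cells were not tested. Either way, the Sfrp1 value of -4.31 and the tumor shares hold for cells without most of these barcodes. In the epithelial sums 278 of 320 kept both, 25 lost the call, 16 gained it, and Cd3d reversed without mucosa replicate 3 (range -0.56 to 0.0095). The calls of Cd14, Ptprc, Apc, Epcam, Mgmt, C1qa and Mki67 in the epithelial sums changed in at least 1 alternative. With the mouse as a block Epcam passed the threshold (-0.33, edgeR adjusted p = 0.0383) and Ptprc did not (0.71, adjusted p = 0.0706), against 0.0507 and 0.0419 without it, and the block changed no other call among the 32 named results.

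Among 52 levels of Epcam, Cd3d, Cd14 and Cd68, 119 of 152 alternatives moved by less than the spread between mice. The number of libraries whose sex-linked transcripts matched their label was 6 in all cells, in epithelial cells and in immune cells. N,N-dimethylglycine kept its direction and call in all alternatives. Depth limits the lowest values: tumors have shallower cells than mucosa, and 3 mucosa samples set the smallest p of each test on shares.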

Differences from the paper's values

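The paper's shares are of all cells in its bars of Supplementary Fig. S4D and were read by eye as means over bars. Those set beside them are of 85953 retained tumor cells or 22542 retained mucosa cells with rebuilt names and other filters, so no direction is read from these pairs. A pair is counted as differing when the values are further apart than the SD of the value computed here and one is more than 1.5 times the other, so a value not counted can still lie many SDs from the paper's. Neutrophil-like cells were 31.3% of tumor cells, against the paper's about 9.5% in Fig. S4D, and all 10 alternatives set before the data were examined differ as well. Spp1+ macrophage-like cells were 7.59%, against the paper's about 12% in Fig. S4D. By this measure the values no longer differ with doublets kept (9.13% ± 1.22, SD, n = 3) and at resolution 2 (8.17% ± 0.44). At resolution 0.5 no cluster took this name, so there is no value, and under the other 7 alternatives they differ. Ly6c+ monocyte-like cells were 7.83%, against the paper's about 13% in Fig. S4D. The ratio is at most 1.5 with the 10% mitochondrial limit (14.7% ± 0.38, SD, n = 3), with no mitochondrial filter (9.98% ± 0.23), with doublets kept (9.06% ± 0.64) and at resolution 0.5 (13.6% ± 0.77), and the values differ under the other 6. Plasma cell-like cells were 3.80%, against the paper's about 5.8% in Fig. S4D. They do not differ with the 10% mitochondrial limit (4.20%), with doublets kept (3.89%), with at least 1000 UMIs and 500 genes (3.92%), without mouse B (4.36%) and with no replicate block (4.02%), and differ under the other 5.

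Goblet-like cells were 0.431% of tumor cells, against the paper's about 1.1% in Fig. S4D, and tumor epithelial-like cells were 14.0%, against the paper's about 26% in Fig. S4D. Both differ under all 10 alternatives. T cell-like cells were 21.5% of mucosa cells, against the paper's about 14% in Fig. S4D. They do not differ with no mitochondrial filter (18.6%), with doublets kept (20.2%), with at least 1000 UMIs and 500 genes (21.3%), without mouse B (20.8%) and without mouse C (18.3%), and differ under the other 5.

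The paper gives an increase of N,N-dimethylglycine of approximately 3-fold over all its samples. From its Supplementary Table S4, the ratio of means in tumors is 1.81 ± 0.21, which is also the fold change the table prints, and it and all 19 alternatives (1.76 to 1.93) differ from 3 by the same measure. In tumors and serum alike, the ± is the SD of the supplemented samples divided by the control mean. It leaves out the spread of the controls, so it is not an error of the ratio. From Supplementary Table S3, the ratio of means in serum is 2.36 ± 0.78, which is not counted as differing from 3 by that measure. The fold change that table prints is 2.22, which the ratio of medians in serum gives (2.22), whereas in tumors the ratio of medians is 1.90.

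The paper states that monocytes are the majority of the cells that are not tumor epithelial. Monocyte- and macrophage-like cells were 28.8% of these cells and were above 50% in 0 of 10 tumors, under all alternatives between 28.3% and 29.6%. With neutrophil-like cells added, they were 65.3% of these cells and above 50% in 9 of 10 tumors.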

Other observations

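The comparisons of Epcam with keratin transcripts in plasma cell-like cells and in other immune classes were tests chosen only after the result was seen.

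The difference of 48.7 percentage points in the immune cell share was weighed against technical explanations. Barcodes of few UMIs counted as cells do not bring it about, since with at least 1000 UMIs and 500 genes per cell it was 49.1 points, and doublets do not either, since it was 47.7 points with doublets kept. The dissociation of the tissues cannot be told apart from the tissue: of both tissues, 0 had libraries of more than 1 dissociation protocol. Infiltration of the tumors by immune cells and a protocol that releases them in another proportion both stay open. In the all-cell sums, 12360 genes were changed, and of 100 splits of the libraries only the real one, 1, gave as many, with 1787 in the next highest. That argues against a random grouping of the libraries, but it cannot tell tissue from protocol.

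All 13 libraries carried Y-linked transcripts. Summed Y-linked transcripts (Ddx3y, Eif2s3y, Kdm5d and Uty) were at 106 to 129 CPM and Xist at 0.0144 to 0.113 CPM in each library. The labels give 7 of the 13 libraries as female, so 6 are as labelled. Libraries of one animal code carry different sexes in the labels, but 0 libraries had more Xist than Y-linked transcripts, which argues against animals of different sex under one code. Wrong entries of sex in the labels stay open and were not tested further. The sex in the labels was used in no comparison.

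Epcam in plasma cell-like cells of the tumors, 155 CPM, was higher than free RNA would leave, for the other immune classes carried 7.41 to 38.5 CPM. There were 6.93 ± 2.36 (SD, n = 3 mice) Epcam UMIs per UMI of the keratins in plasma cell-like cells, against 0.408 ± 0.062 in epithelial cells, so epithelial RNA or doublets with epithelial cells would bring far more keratin than was found. A low level of Epcam in the plasma cell-like cells themselves is consistent with these values, as a hypothesis. The ratio in dendritic cell-like cells was 1.26 ± 0.34 and above that of the epithelial cells in 10 of 10 tumors, which argues against free epithelial RNA as the whole source there too. It was 0.732 ± 0.208 in B cell-like and 0.691 ± 0.168 in NK or innate lymphoid-like cells, above the epithelial cells in 7 and 8 of 10 tumors, and single tumors ran from 0.128 to 1.29 and from 0.263 to 1.20, a spread that leaves the source open. In T cell-like cells it was 0.373 ± 0.015, within the spread of the epithelial cells, so free RNA is a candidate source of their Epcam. In the neutrophil-, monocyte- and macrophage-like classes it was 0.243 to 0.284, under that of the epithelial cells in 10 of 10 tumors, and the source of their Epcam stays open.

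Of 36 genes of one-carbon metabolism and methylation, 33 were tested in the epithelial sums and 22 were changed, 10 higher and 12 lower in tumors, and 22 adjusted over the list alone. Their median log2 fold change was -0.17, within that of random lists (-0.33 to 0.33), and under upper-quartile normalization 11 were higher and 10 lower. In the all-cell sums 25 were changed, 7 higher and 18 lower, with a median of -0.45 at the edge of the random range (-0.45 to 0.36). More genes of the list were lower than higher in all 20 settings of the all-cell sums. The stress list had a median of 2.56 in the all-cell sums, with 15 of 15 genes higher. These compare tumors with mucosa of supplemented mice, so they carry no comparison of diets.

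Among genes the paper names in its methylation assays, Sfrp4 and Gata4 had too few UMIs to be tested in either kind of sum. In the epithelial sums, Sfrp1 was lower in tumors (log2 fold change -5.10, edgeR adjusted p = 4.63e-06), and Mgmt did not pass the threshold (-0.75, adjusted p = 0.0589) but did in 7 of 20 alternatives. Apc was slightly higher (0.24, adjusted p = 0.00962) and lost the call in 3 alternatives. Mki67 was not changed (-0.25, adjusted p = 0.331), and passed the threshold only with goblet-like cells left out (-0.66).

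In serum, N,N-dimethylglycine was at 157 ± 56 (SD, n = 9, in units of 1000000 of intensity) on the control diet and 370 ± 123 (SD, n = 7) on the supplemented diet (exact two-sided permutation test, p = 0.000262). In tumors it was at 8.15 ± 1.55 (SD, n = 7) and 14.7 ± 1.7 (SD, n = 10) in the same units, with all 10 supplemented tumors above all controls (exact two-sided permutation test, p = 5.14e-05, the smallest that 19448 arrangements can give). The paper gives 7 to 9 mice per group, so some of the 10 supplemented tumors can come from one mouse. The table does not tie tumors to mice, and the test takes each tumor as a sample, so its p can be too small. The intensities are the authors' values, whose tables list only metabolites past their thresholds.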
